# DC3 is a method for deconvolution and coupled clustering from bulk and single-cell genomics data

**DOI:** 10.1038/s41467-019-12547-1

**Published:** 2019-10-10

**Authors:** Wanwen Zeng, Xi Chen, Zhana Duren, Yong Wang, Rui Jiang, Wing Hung Wong

**Keywords:** Computational biology and bioinformatics, Computational models, Genomics, Chromatin structure, Transcriptomics

## Abstract

Characterizing and interpreting heterogeneous mixtures at the cellular level is a critical problem in genomics. Single-cell assays offer an opportunity to resolve cellular level heterogeneity, e.g., scRNA-seq enables single-cell expression profiling, and scATAC-seq identifies active regulatory elements. Furthermore, while scHi-C can measure the chromatin contacts (i.e., loops) between active regulatory elements to target genes in single cells, bulk HiChIP can measure such contacts in a higher resolution. In this work, we introduce DC3 (De-Convolution and Coupled-Clustering) as a method for the joint analysis of various bulk and single-cell data such as HiChIP, RNA-seq and ATAC-seq from the same heterogeneous cell population. DC3 can simultaneously identify distinct subpopulations, assign single cells to the subpopulations (i.e., clustering) and de-convolve the bulk data into subpopulation-specific data. The subpopulation-specific profiles of gene expression, chromatin accessibility and enhancer-promoter contact obtained by DC3 provide a comprehensive characterization of the gene regulatory system in each subpopulation.

## Abstract (web summary)

Single-cell omics analysis can reveal heterogeneity among individual cells at different levels. Here, the authors develop DC3, a computational method for joint analysis of various bulk and single-cell data from the same heterogeneous cell population.

## Introduction

With the rapid development of single-cell (sc) genomics technology, researchers are now able to study heterogeneous mixtures of cell populations at the single cell level. Each type of sc-genomics experiments offers one particular aspect to delineate the heterogeneity; for example, scRNA-seq^1^ enables single cell gene expression profiling, scATAC-seq^2^ identifies accessible chromatin regions in single cells and scHi-C^3^ measures chromatin contacts in the single-cell level. In many situations, a first step in the analysis of single-cell data is clustering, that is, to classify cells into the constituent subpopulations. While clustering methods for scRNA-seq or scATAC-seq alone have been widely studied^4, 5^, when different types of sc-genomics experiments are performed on different samples from the same heterogeneous cell population, then all samples are informative on the underlying subpopulations, and analysis of one sample should be informed by the analysis on another sample. Recently, Duren et al.^6^ proposed a coupled NMF (coupled non-negative matrix factorization) method to cluster cells in scRNA-seq and scATAC-seq samples and to infer both the expression profile and accessibility profile of each subpopulation. These two profiles reveal a great deal about the subpopulation of cells: the accessible regions identify the active regulatory elements (RE) while the expression profiles identify actively transcribed genes^7^. However, even with these two profiles, our understanding of the subpopulation-specific regulatory networks remains incomplete if we cannot link the active REs to their target genes. In principle, such linkages can be obtained by measuring 3D contacts between REs and gene promoters. In bulk sample, it is easy to measure 3D contacts between active enhancers and gene promoters by H3K27ac HiChIP experiments^8^. On the other hand, combinatorial indexing can be used for 3D contact measurement in single cells^3^.

In order to take these 3D contacts into account in the study of subpopulation-specific regulatory networks, here we introduce DC3 as a method for the joint analysis of bulk and single cell data under various settings of input data combinations, including: (1) scRNA-seq, scATAC-seq and scHi-C; (2) scRNA-seq, scATAC-seq and bulk HiChIP; (3) scRNA-seq, bulk ATAC-seq, bulk HiChIP; (4) bulk RNA-seq, scATAC-seq, bulk HiChIP. Based on comprehensive simulation experiments, we show that this method can deconvolve bulk profiles into subpopulation-specific profiles. At the same time, the subpopulation-specific profiles in turn leads to improved coupled clustering results of single-cell data. To assess its performance in a heterogeneous cell population in vivo, we apply DC3 on a population obtained after four days of retinoic-acid (RA) induced differentiation of mouse embryonic stem cells. We validated the HiChIP profile for one of the inferred subpopulations by showing its consistency to HiChIP data on cells obtained by fluorescence-activated cell sorting (FACS) based markers specific to that subpopulation. Finally, we illustrate the value of results from DC3 by using them to derive the core regulatory network and their downstream effectors in each of the subpopulation in the induced differentiated mouse embryonic stem cells.

## Results

### The DC3 algorithm

We formulate the joint analysis of bulk and single cell RNA-seq, ATAC-seq and Hi-C data as an optimization problem (Methods). For each type of single cell data, the cost function contains a NMF term that drives clustering of the single cells through non-negative matrix factorization (NMF). For each bulk data type, the cost function contains a coupling term that couples the three data types within each subpopulation by enforcing certain relationship among them. For example, suppose we have an input data setting with scRNA-seq, scATAC-seq and bulk HiChIP (Fig. 1a), then the cost function is given in Fig. 1b where the first term gives the coupling and the other two are NMF terms. As previously described^6^, each NMF term drives the decomposition of a single-cell data matrix into two factors **W** and **H**, with columns of **W** representing cluster-specific profiles, and each column of H giving the relative weights (for cluster-assignment) of a particular single cell. To derive the coupling, we examined data from various cell lines and found that HiChIP loop counts are generally positively correlated with both gene expression values from RNA-seq (Supplementary Fig. 1) and enhancer openness from ATAC-seq (Supplementary Fig. 2). This observation motivated us to use a linear relation between the loop count and the product of gene expression and enhancer openness to couple the three data types, which gives rise to first term of the cost function. This approach can be extended to handle any combination of bulk and single cell data, as long as at least one of the data types contains single cell data. The general cost function and further discussions are given in the Methods section. Note that, instead of using a pre-defining enhancer set, DC3 defines the candidate enhancers directly based on ATAC-seq and HiChIP data.

**Fig. 1:**
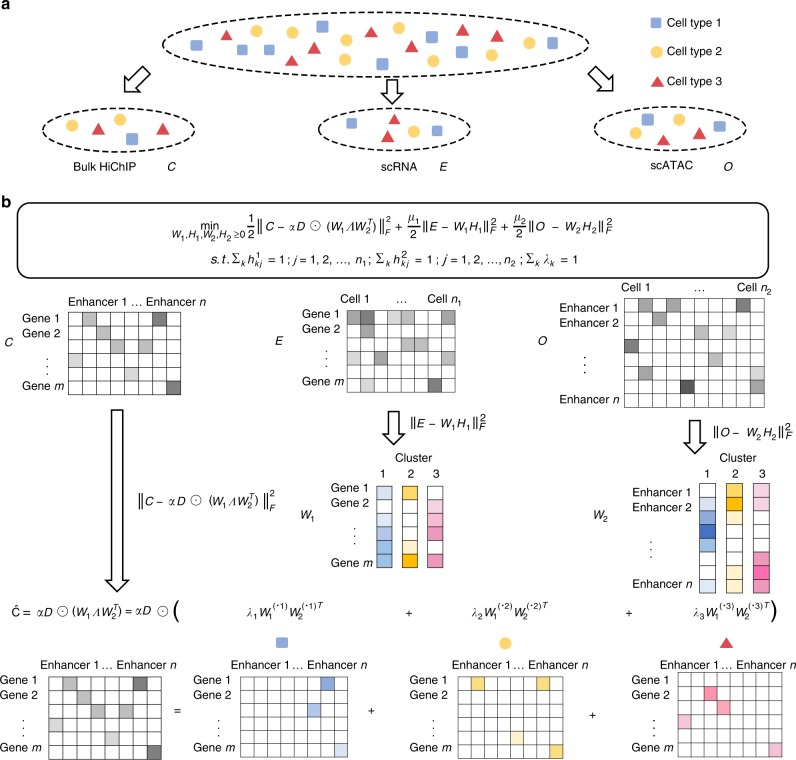
Overview of the DC3 method. **a** DC3 performs joint analysis using three types of data from separate samples from the same cell population: scRNA-seq, scATAC-seq, bulk HiChIP. ***E*** denotes the genes expression level in each cell measured in scRNA-seq; ***O*** denotes enhancer chromatin accessibilities in each cell measured in scATAC-seq; ***C*** denotes the enhancer-promoter interactions strength (loop counts) between each gene and each enhancer measured in bulk HiChIP. **b** A graphical example for simultaneously decomposing ***E***, ***O***, ***C*** to get the underlying clusters and cluster-specific HiChIP in *K* = 3 case: (1) $$\left\| {E - W_1H_1} \right\|_F^2$$: *w*_*ik*_^1^gives the mean gene expression for the *i*-th gene in the the *k*-th cluster of cells, while $$h_{kj}^1$$ gives the assignment weights of the *j*-th cell to the *k*-th cluster; (2) $$\left\| {O - W_2H_2} \right\|_F^2:w_{ik}^2$$ gives the mean chromatin accessibility for the *i*-th enhancer in the *k*-th cluster of cells, while the *j*-th column of *H*_2_ gives the assignment weights of the *j*-th cell to the different clusters; (3) $$\hat C = \alpha D \odot \left( {W_1\Lambda W_2^T} \right)$$: each enhancer–promoter interaction *c*_*ij*_ can be decomposed into subpopulation-specific interactions, i.e. $$c_{ij} = \lambda _k\mathop {\sum }\limits_k c_{ijk}$$, where *c*_*ijk*_ is the interaction strength in the *k*-th subpopulation and *λ*_*k*_ is proportional to the size of the subpopulation; Λ is a *K* by *K* diagonal matrix [*λ*_1_, *λ*_2_, …*λ*_*K*_]. Within each subpopulation, following the assumption that an enhancer-promoter interaction is proportional to the product of accessibilities of the corresponding enhancer and promoter, we model *c*_*ij*_ as $$c_{ij} = {\mathrm{\alpha }}d_{ij}\mathop {\sum }\limits_k \lambda _kw_{ik}^1w_{jk}^2,$$ where *d*_*ij*_ is a set of indicators selecting the enhancer-promoter pair to be modeled. Therefore, cluster-specific HiChIP interactions of *k*-th subpopulation can be obtained from the *k*-th column of *W*_1_ multiple the transposition the *k*-th column of $$W_2:\alpha D \odot \left( {\lambda _kW_1^{\left( { \cdot k} \right)}W_2^{\left( { \cdot k} \right)T}} \right)$$

The main purpose of the coupling term is to improve clustering of single cells by exploiting the statistical correlation between different data types within each subpopulation. Although the optimization can provide estimates of subpopulation-specific profiles (subpopulation profiles) using the **W** matrix in the NMF term, in simulation experiments we observed that when single cell data is available, we can better estimate a subpopulation profile by averaging the data from the single cells assigned to that subpopulation (Methods and Supplementary Table 1). For a data type with only bulk data, we can obtain its subpopulation profiles by a simple method using an expression based on the already estimated profiles of the single cell data types (Methods). Alternatively, we may infer its subpopulation profiles based on a Poisson model with the profiles of the single cell data types treated as known (Methods). Compared to the simple method, the Poisson model-based method has a better interpretation and also performs slightly better in simulations (Supplementary Fig. 3 and Supplementary Table 2), but at the cost of a much higher time complexity (24 h vs 3 min). For computational efficiency, DC3 uses the simple method as default.

### Evaluation of deconvolution on in silico mixture of cells

We used deconvolution to denote the task of estimating subpopulation profiles regardless of whether it was based on single cell or bulk data. We constructed an in silico mixture of deep single cell data (UMI~I million per cell) from two cell lines, GM12878 and K562 (Methods) and used it to evaluate the performance of our method under four settings of input data combinations: (1) scRNA-seq, scATAC-seq and scHi-C; (2) scRNA-seq, scATAC-seq and bulk HiChIP; (3) scRNA-seq, bulk ATAC-seq, bulk HiChIP; (4) bulk RNA-seq, scATAC-seq, bulk HiChIP. Deconvolution performance was assessed by the mean Pearson correlation coefficient (mean PCC scores in 50 runs of DC3) between the observed versus predicted subpopulation-specific profiles in the two cell lines (Methods). DC3 was seen to perform well in HiChIP, RNA-seq and ATAC-seq deconvolution, with mean PCC score of 0.78– 0.95 in HiChIP deconvolution, 0.85–0.99 in RNA-seq deconvolution, 0.88–0.99 in ATAC-seq deconvolution (Table 1). As a comparison, we generated a null distribution by randomly assigning the reads to two artificial cell lines and repeated the whole computation (Table 1 and Supplementary Figs. 4–9). The deconvolution accuracy of DC3 was seen to be significantly higher than random deconvolution.

**Table 1:** The deconvolution performance of DC3 with different input combinations

Input combinations	HiChIP		RNA-seq		ATAC-seq		Mean
	K562	GM12878	K562	GM12878	K562	GM12878	
scRNA-seq, scATAC-seq and scHi-C	0.92 ± 0.01	0.95 ± 0.01	0.98 ± 0.00	0.99 ± 0.00	0.98 ± 0.01	0.99 ± 0.01	0.97
scRNA-seq, scATAC-seq and bulk Hi-C	0.86 ± 0.00	0.95 ± 0.00	0.98 ± 0.00	0.99 ± 0.00	0.98 ± 0.01	0.99 ± 0.01	0.95
scRNA-seq, bulk ATAC-seq, bulk Hi-C	0.78 ± 0.09	0.85 ± 0.08	0.95 ± 0.04	0.94 ± 0.02	0.85 ± 0.02	0.85 ± 0.02	0.87
Bulk RNA-seq, scATAC-seq, bulk Hi-C	0.71 ± 0.09	0.83 ± 0.08	0.85 ± 0.02	0.88 ± 0.03	0.88 ± 0.01	0.89 ± 0.01	0.84
Random deconvolution	0.61 ± 0.12	0.76 ± 0.10	0.76 ± 0.11	0.74 ± 0.08	0.62 ± 0.12	0.71 ± 0.08	0.70

To assess the impact of sequencing depths, we further conducted a series of dropout experiments, where site-level dropout in both scRNA-seq, scATAC-seq, and scHi-C data were simulated using different dropout rates (Methods). The results were presented in Supplementary Tables 3–5. As expected, for all four input settings, deconvolution accuracy deteriorated with increasing dropout rate. When only one data type is available in single cells (input settings 3 and 4) and when the dropout rate is high, we cannot obtain significantly better performance over random deconvolution. On the other hand, when both RNA-seq and ATAC-seq were available in single cells (input settings 1 and 2), DC3 deconvolution performance was still acceptable (PCC 0.82–0.93) at 80% dropout and remained significantly better than random deconvolution even at 90% dropout. It is noteworthy that at all dropout levels (Fig. 2a), deconvolution accuracy in setting 2 (scRNA, scATAC, bulk HiChIP) was comparable to that in setting 1 (scRNA, scATAC, scHiChIP). In the remainder of this paper, we will focus on the further evaluation and application of DC3 under setting 2.

**Fig. 2:**
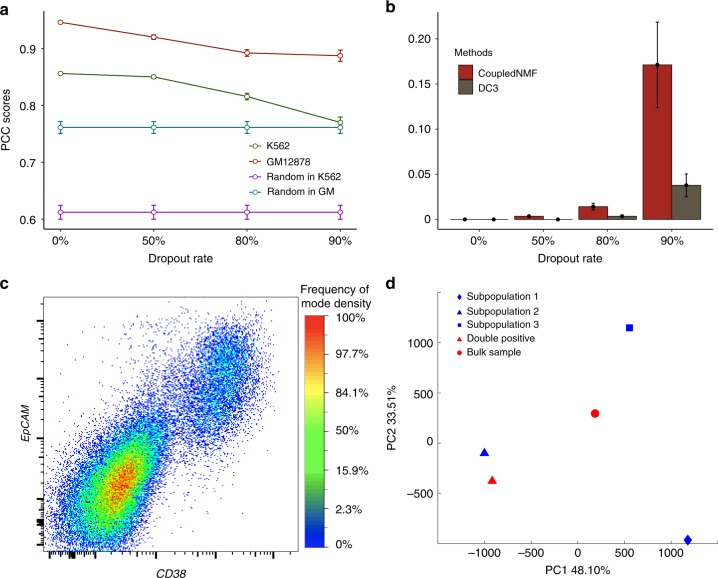
Validation of DC3 in simulation and real data. **a** Performance of HiChIP deconvolution scRNA-seq and scATAC-seq for GM12878 and K562 simulation data under different drop out rates. As a comparison, the random deconvolution results are presented. Error bars represent standard deviation. **b** Performance of joint clustering for GM12878 and K562 simulation data under different drop out rates. Error bars represent standard deviation. **c** FACS plot shows that in RA-day 4, 15.7 ± 3.2% cells are double positive for population-2-markers *EpCAM* and *CD38*. **d** Performance of HiChIP deconvolution in RA-day 4 real data. The HiChIP profile measured from double positive cells (red triangle) is much closer to that inferred for subpopulation 2 (blue triangle) than to the HiChIP profiles inferred for the other subpopulation (blue circle and blue rhombus) or measured from the bulk sample (red circle). All HiChIP profiles are represented using *n*-dimensional vectors with each dimension indicates corresponding loop counts. Source data are provided as a Source Data file

### Evaluation of clustering on in silico mixture of cells

In this and subsequent sections, we assume that the input data setting is scRNA-seq, scATAC-seq and bulk HiChIP. First, we investigated whether DC3 would lead to improved clustering performance as compared to clustering without the incorporation of loop data from HiChIP. We compared DC3 to coupled NMF (which performed coupled clustering without using the loop data) and NMF (which performed clustering separately for each single-cell data type) in in silico mixture of GM12878 and K562 cells. Fifty independent runs were performed for each method. At each dropout rate, we compared clustering results based on the average (over the scRNA-seq and scATAC-seq samples) error rate in cluster assignment. Figure 2b shows the results for DC3 and coupled NMF (details including NMF results in Supplementary Table 6). Since the two cell types were rather distinct, with the initial deeply sequenced mixtures (similar in depth as data from Fluidigm), both methods performed well with no cells misclassified in any run. As the dropout rate increased, the two types of cells became less distinct (Supplementary Figs. 10–13) and the incorporation of loop data became more important. In particular, the incorporation of loop data reduced the classification error by more than four folds when the dropout rate is at 80% or higher, which corresponds to a sequencing depth typical of data from droplet-based system such as 10× (median UMI < 10,000). As a comparison, we performed DC3 in three negative control experiments, by keeping two of the three data sets the same and randomly permutating the third data set (Supplementary Tables 7–9). The performance of DC3 dropped in these negative controls, indicating that each data type was important to clustering results. These results demonstrated the potential of DC3 to improve clustering of single cells.

### Evaluation of deconvolution on experimental mixtures

When mouse embryonic stem cells (mESC) are induced to differentiate, several different lineages of cells may emerge, resulting in a real experimental mixture suitable for analysis with our approach. Specifically, embryoid bodies (EBs) are obtained from mESCs using the hanging drop method and then differentiated further under retinoic acid (RA) treatment (Methods). 

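Bulk HiChIP measured contacts between chromatin regions that carry H3K27ac, a histone mark of active promoters and enhancers, in unsorted EB cells after 4 days of RA at 0.5 µM. The data comprise 12 libraries. The authors mapped the reads to mm9 with HiC-Pro, called peaks and loops with hichipper, and deposited for each library the pairs of anchors and the number of read pairs (counts) joining them, without normalization. Between 65178 and 241202 read pairs per library lay in loops, with a median of 135124.5. The loops joined 217412 different anchors with a median width of 2325 bp, and the middles of joined anchors lay from 5000 to 1999994 bp apart. On average 93.7% ± 1.75 (SD, n = 12) of the loops listed for a library had 1 read pair, so most single loops carry a large counting error. Reads amplified by PCR are not independent molecules, and intervals given for counts cover counting error only. The counts of every one of the 66 pairs of bulk libraries, summed per anchor, differed by more than the sampling noise in a chi-square test. The libraries were taken as replicates by the numbers the authors gave them. The paper does not state whether they came from separate cultures or from portions of the same cells. The tests here take the libraries as independent, so SDs and p-values may not cover the spread between cultures.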

We performed scRNA-seq, scATAC-seq and bulk HiChIP on the mixture after 4 days of RA treatment (RA-day 4). The scRNA-seq and scATAC-seq samples have already been analyzed in our previous study^6^. We wanted to assess the performance of DC3 in the joint analysis of the three data types together. DC3 identified 3 subpopulations (Supplementary Figs. 14, 15) together with their subpopulation-specific loop profiles. Previous study has shown that subpopulation 1 and subpopulation 3 were two related subpopulations^6^. To isolate pure cell population, we focused on the more distinct subpopulation (subpopulation 2) and performed further experiments to validate its inferred loop profile. To this end, we searched for subpopulation 2-specific surface markers and identified EpCAM and CD38 as being highly expressed in cluster 2 but not in subpopulations 1 and 3 (Methods, Supplementary Figs. 16, 17). We performed FACS experiments by using these two markers to isolate subpopulation 2 cells. Figure 2c shows that we successfully isolated 15.7 ± 3.2% EpCAM/CD38 double positive cells at RA-day 4 (Supplementary Fig. 18).

Next, we performed a HiChIP experiment to obtain the loop profile for these double positive cells. 

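HiChIP of the EpCAM/CD38 double positive cells gave 5 libraries at RA-day 4, which the authors deposited in the same form as the bulk libraries. The paper does not state whether each of them came from its own sort. Between 50508 and 118179 read pairs per library lay in loops, with a median of 85966. On average 67.3% ± 3.50 (SD, n = 5) of the loops listed for a library had 1 read pair. The loops joined 15082 anchors with a median width of 3209 bp, of which 13831 (91.7%) were identical to anchors of the bulk libraries. After overlapping anchors of the 17 libraries were joined, 15074 anchors lay in the sets of both groups, 200999 in the bulk set only and 8 in the double positive set only. Since only loops with a read pair are listed, a set holds the anchors that its group's loops use. Each double positive library used 87.2% to 95.6% of the anchors of its set, and each bulk library 32.3% to 60.8%. Loops with both anchors in both sets held 11.8% ± 2.53 (SD, n = 12) of the read pairs of a bulk library.

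Of 5369 loops with at least 20 read pairs over the 17 libraries and a read pair in at least 5 of them, 2044 were higher and 1203 were lower in double positive libraries, with an adjusted p under 0.05 in edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. The median log2 fold change of all tested loops was 0.78. With library size alone in place of TMM it was 2.99, and 4129 loops were higher and 740 lower. All 2044 higher loops and 623 (51.8%) of the lower loops had both anchors in both sets. With only loops on these shared anchors, an alternative chosen after the values were seen that by its construction leaves out loops on anchors with no double positive read pair, 2493 loops were higher and 552 lower.

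Among the higher loops, the smallest p belonged to a loop on chromosome 8 of mm9 between anchors from 11307296 to 11310388 and from 11311491 to 11318467, at the start sites of Col4a1 and Col4a2. Its normalized count was 161 ± 40.3 CPM (SD, n = 5) in double positive and 5.78 ± 9.54 CPM (SD, n = 12) in bulk libraries, a log2 fold change of 4.32 (standard error 0.45, adjusted p = 1.98e-19 from edgeR's test), or 3.53 above the median loop. It was higher in 5 of 5 double positive libraries than in every bulk library. The second loop joined anchors on chromosome 7 from 52967075 to 52971863 and from 52972415 to 52977354. Start sites of Rpl18, Sphk2, Dbp, Fam83e and Spaca4 lay within 5 kb of its anchors. This loop had 120 read pairs in double positive and 0 in bulk libraries and was at least 30.6-fold higher, taking 3 counts as the floor. The third joined anchors on chromosome 11 from 97880012 to 97885967 and from 97886961 to 97889667, at Rpl19 and Cacnb1, with a log2 fold change of 5.04 (standard error 0.57, adjusted p = 2.10e-16) and 127 against 2 read pairs.

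The 3 lower loops with the smallest p had 189, 171 and 150 read pairs in bulk libraries and 0 in double positive libraries. They lay on chromosome 8 from 19783140 to 20021871, on chromosome 11 from 3070293 to 3100421 and on chromosome 2 from 180489218 to 180500702. The second lay at the start of chromosome 11, where a few loops hold very high counts, and the third on distal chromosome 2, where all bulk libraries had an excess of read pairs. Each of the 3 had an anchor that no double positive loop uses. The files list only anchors with a read pair. Each double positive library used 87.2% to 95.6% of the anchors of its set, which argues against many called anchors without read pairs. The 0 counts may therefore reflect anchors that were not called in double positive cells, so no fold is given.

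Of 43452 anchors, with the read pairs of their loops summed and tested in the same way, 4557 were higher and 32806 lower in double positive libraries, around a median log2 fold change of -4.38. Of the lower anchors, 3819 (11.6%) were in the double positive set. The others lay in no double positive loop, so their lower calls may reflect only which anchors were called. On shared anchors, which leave out anchors without double positive read pairs, 4071 were higher and 1897 lower. The anchor with the smallest p among the higher ones lay on chromosome 17 from 23813264 to 23820713. It lay within 5 kb of start sites of Cldn6, Cldn9, Hcfc1r1, Thoc6 and Tnfrsf12a. Its normalized count was 214.5 ± 17.1 CPM (SD, n = 5) in double positive and 9.89 ± 6.87 CPM (SD, n = 12) in bulk libraries. Its log2 fold change was 4.33 (standard error 0.31, adjusted p = 2.47e-16 from edgeR's test). No value relative to the median of all anchors is given, since only 14465 of the 43452 (33.3%) were in the double positive set. On shared anchors its log2 fold change was 3.72, against a median of 0.53. Next were an anchor on chromosome 15 from 101854692 to 101859611 at Krt18, with a log2 fold change of 3.44, and an anchor on chromosome 19 from 55786158 to 55791336 with no start site within 5 kb, with a log2 fold change of 3.71. The 3 lower anchors with the smallest p lay on chromosome 1 from 191961892 to 191966955 inside Prox1, on chromosome 2 from 165824582 to 165829199 inside Ncoa3 and on chromosome 2 from 165682159 to 165684902 at Zmynd8, with 484, 482 and 454 read pairs in bulk libraries. All 3 lay in the distal parts of these chromosomes and in no double positive loop, and for the same reason no fold is given.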

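Each pair of the 5 double positive libraries differed by more than the sampling noise in a chi-square test of counts summed per anchor (10 pairs, largest p = 5.81e-06), with a chi-square per degree of freedom between 1.09 and 1.22. Across the 5369 tested loops, the PCC of log2(CPM + 1) values between double positive libraries was on average 0.740 ± 0.0687 (SD over 10 pairs), between 0.621 and 0.850. Loops are not independent replicates, so these values describe the libraries. The median loop span, weighted by read pairs, was 78846 ± 907 bp (SD, n = 5), and 44.7% ± 0.285 (SD, n = 5) of read pairs lay in loops spanning over 100 kb. The libraries held 731 to 3209 loops with more than 5 reads.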

We noted that 5 independent FACS runs were necessary in order to collect enough cells for HiChIP. From the PCA plot of the loop profiles (Fig. 2d), we can see that the double positive sample was indeed far closer to subpopulation 2 than subpopulation 1, 3, or the bulk sample. 

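In a PCA of log2(CPM + 1) values of the measured loop profiles of the 17 libraries, over the 5369 tested loops, PC1 held 61.1% and PC2 4.90% of the variance. The profiles inferred for the 3 subpopulations were not used here. The double positive libraries scored 207 ± 5.67 (SD, n = 5) on PC1 and the bulk libraries -86.2 ± 21.6 (SD, n = 12), with no overlap (two-sided exact permutation test over all splits of the libraries into 5 and 12, p = 0.000162, the smallest these splits can give, adjusted p = 0.000323 over both components). On PC2 the groups did not separate (two-sided exact permutation test, p = 0.645). PC1 held 11.9% of the variance when every loop with a read pair was kept, the setting that lowered it most, and the groups still differed on it (two-sided exact permutation test, adjusted p = 0.000323). On shared anchors, a setting chosen after the values were seen, PC1 held 30.2%, and the groups differed with the same adjusted p. CPM scales by library total alone, so PC1 may in part reflect the anchors called in each group. Within bulk, Spearman's correlation of the score with read pairs in loops was 0.916 for PC1 and -0.769 for PC2.

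**Figure D1:**
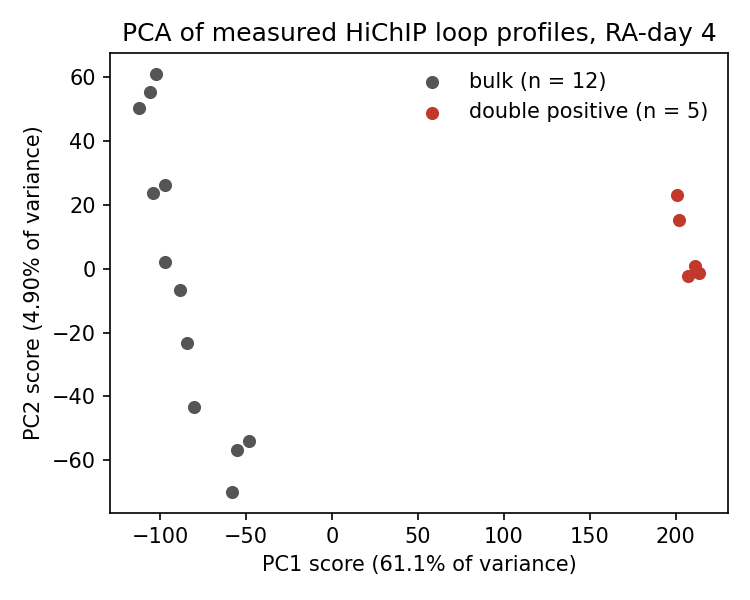
PC1 scores (x axis) and PC2 scores (y axis) of the 12 bulk and 5 double positive libraries, 1 point per library. The double positive libraries lie between 201 and 214 on PC1, and the bulk libraries between -113 and -48.2.

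The mean PCC between libraries was 0.332 ± 0.0590 (SD over 66 pairs) within bulk, 0.740 within double positive and -0.273 between the groups, and the mean within groups exceeded the mean between groups by 0.659 (one-sided exact permutation test over the same splits, p = 0.000162, the smallest it can give). With no filter on loops this gap was 0.0274 (one-sided exact permutation test, p = 0.128). On shared anchors it was 0.431 (one-sided exact permutation test, p = 0.000162).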

The loop profile of double positive cells had a PCC of 0.7633 with that of subpopulation 2 cells (Supplementary Fig. 19), which was far higher than its PCCs with the profiles of the other two subpopulations (0.34 and 0.45; Supplementary Figs. 20, 21). Together, these results validated the performance of DC3 in the deconvolution of loop data in a real biological mixture.

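The paper used ATAC-seq peaks to select candidate enhancer-promoter interactions, a step not taken here. The PCCs below may therefore cover other loops than its PCCs with the inferred profiles, and are not comparable with them. The pool of the 5 double positive libraries had a PCC of 0.771 with the pool of the 12 bulk libraries over the 1141531 loops with a bulk read pair. With each double positive library left out in turn it lay between 0.752 and 0.777. As a measure of replicate error, the PCC between 5 and 7 of the bulk libraries lay between 0.795 and 0.836 over 792 draws, and that between 2 and 3 of the double positive libraries between 0.941 and 0.956 over 10. The PCC of log2(count + 1) values was 0.313, and Spearman's correlation 0.203. Without the 125 loops inside the first 200 kb of sequence of chromosome 11, a setting chosen after the values were seen, the PCC was 0.335, and the replicate values fell to between 0.207 and 0.345 for bulk and to between 0.872 and 0.902 for double positive libraries. Pools of 5 bulk libraries had a PCC of 0.702 to 0.742 with the double positive pool over all loops, and of 0.169 to 0.309 without those loops. On anchors shared by both groups, also chosen after the values were seen, the PCC of the pools without those loops was 0.420, and that between 5 and 7 of the bulk libraries 0.643 to 0.765. From the PCA and the PCCs of the double positive profile with the inferred profiles, the paper concludes that DC3 performed well in deconvolving the loop data of this mixture.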

### DC3 improves interpretation of subpopulations

To assess whether adding loop data will help to interpret the top genes in each subpopulation, we carry out GO terms enrichment analysis. First, we combined the scRNA-seq data and the loop profile for each subpopulation to select the top 1000 subpopulation-specific genes, and performed gene ontology (GO) terms enrichment analysis (Methods). We compared the enrichment results to those obtained when the selection of subpopulation-specific genes was based on scRNA-seq data alone. Table 2 (under original) gives the most enriched GO terms and *p*-values in each subpopulation. Although both subpopulations 1 and 3 are strongly enriched in nervous system-associated terms, subpopulation 1 is specific to neuron development and contains terms like axonogenesis and neuron projection guidance. Meanwhile, subpopulation 3 is enriched in terms concerning general brain and central nervous system development. Finally, subpopulation 2 has weaker but still highly significant enrichments in mesodermal development terms such as muscle structure development and cardiovascular development.

**Table 2:** Subpopulation-specific GO terms enrichment results

-log10(*p*-value)		Original		Down-sampling	
		scRNA-seq	scRNA-seq + HiChIP	scRNA-seq	scRNA-seq + HiChIP
Subpop 1	neuron development	37.83	37.84	16.81	24.26
	axon development	26.44	27.63	11.52	17.87
	axonogenesis	18.12	20.12	10.01	16.55
	neuron projection guidance	16.73	17.88	7.99	16.03
Subpop 2	cardiovascular system development	9.13	11.34	4.87	11.02
	vasculature development	9.76	11.75	5.59	8.58
	circulatory system development	7.17	9.93	3.89	8.87
	muscle structure development	5.98	8.72	2.88	7.33
Subpop 3	forebrain development	11.32	13.26	1.44	13.03
	central nervous system development	10.74	14.34	1.40	11.96
	brain development	9.02	13.98	2.18	11.22
	head development	8.77	12.05	1.57	9.51

The enrichment *p*-values are transformed to −log10(*p*-values) and shown in the table. Original: scRNA-seq measured in SMART-seq with median ~1 million reads per cell; Down-sampling: simulated scRNA-seq measured in Drop-seq with median UMI ~5000

We further investigate how the enrichment results depend on sequencing depths by a down-sampling experiment (Methods), and the results are shown in Table 2 (under Down-sampling). Consistent with previous benchmark studies^9^, deep scRNA-seq allows much better characterization (in the sense of high enrichment scores) of the subpopulations than the low-depth scRNA-seq. On the other hand, as shown by the −log_10_(*p-value*), adding loop profile information offers an improved characterization of the subpopulations over scRNA-seq alone at any levels of sequencing depth. The improvement is especially large when the sequencing depth is low. In conclusion, DC3-inferred loop information can be used to improve the interpretation of subpopulations of cells.

### Subpopulation accessibility, expression, and loop profiles

The chromatin accessibility, gene expression and 3D contact profiles provided by DC3 for each subpopulation can be used to construct subpopulation-specific gene regulatory networks. However, typically these networks are large and complex, which makes it difficult to discern the key regulatory relationships. Therefore, we have developed a method to extract and visualize important subnetworks. Below, we demonstrated this method in the RA-day 4 example.

(Step 1) Identification of key regulators for each subpopulation: We merged the scRNA-seq reads from cells in the same subpopulation and calculated subpopulation-specific gene expression (in FPKM). Similarly, we merged the scATAC-seq cells in each subpopulation to call open peaks and computed motif enrichment scores (Methods). We defined the key regulators of a subpopulation as those TFs with high expression level (FPKM > 10), high motif enrichment score (>2), and differential expression compared to at least one of the other subpopulations (*t*-test, adjusted *p*-value <0.01). There are 58, 42, and 71 key regulators for subpopulations 1, 2, and 3 respectively (Fig. 3a–c, Supplementary Table 10–12). We ranked the key TFs by its importance score, defined as the product of its expression (i.e., log2 of FPKM), expression specificity (i.e., maximum expression fold change compared to the other two subpopulations) and motif enrichment score. The Top 30 key regulators are shown in Fig. 3d. For example, {*Lhx1*, *Neurod1*}, {*Gata4*, *Sox17*, *Foxa2*} and {*Rfx4*, *Sox3*} are high ranking specifically in subpopulations 1, 2 and 3 respectively, while *Pou3f2* and several *Hox* genes are high ranking in both subpopulations 1 and 3.

**Fig. 3:**
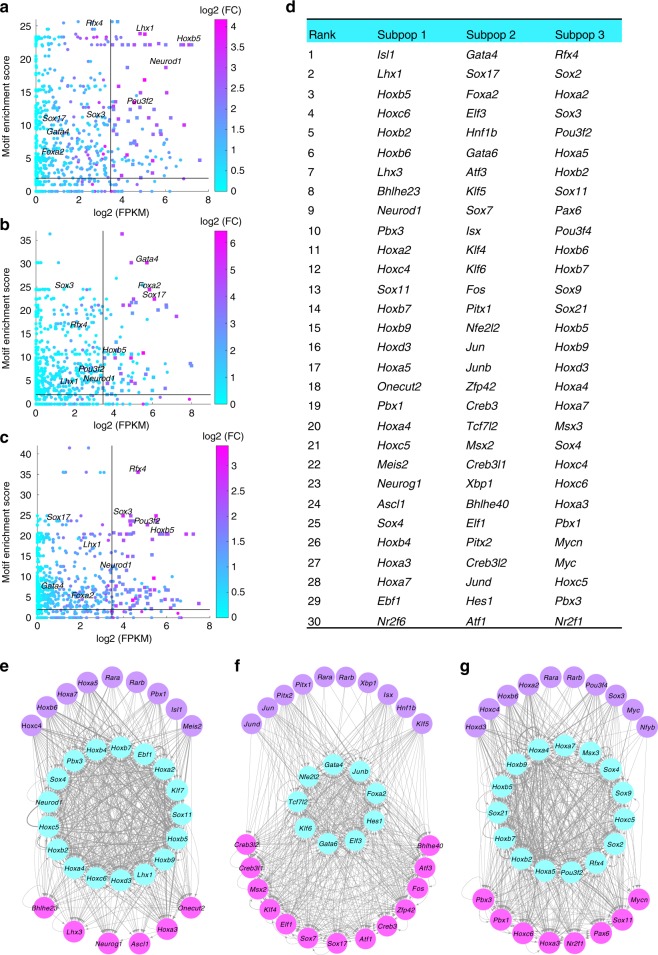
Analysis of subpopulation-specific regulatory networks. **a**–**c** Scatter plots of TF expression level and motif enrichment scores in the three subpopulations in RA-day 4. Node color represents expression specificity. Horizontal and vertical black lines indicate threshold values of motif enrichment scores and TF expression level. Key TFs are represented by squares (see text for key TF definition). **d** Top 30 key TFs in each subpopulation. Ranking is based on the product of log2(FPKM), motif enrichment score and expression specificity. **e**–**g** Dense subnetworks of key TFs plus expressed RA receptors in subpopulations 1 to 3 (left to right). Cadet blue color nodes represent the core subnetwork, violet nodes represent the upstream subnetwork and pink nodes represent the downstream subnetwork. Only the top 30 key TFs are shown. Source data are provided as a Source Data file

(Step 2) Construction of gene regulatory networks: On each subpopulation, we identified enhancer-target gene pairs with loop counts greater than or equal to 2. Given an enhancer-target gene pair, we connect it to key TFs which have both significant motif match on the enhancer region and significant correlation with target gene in the single cell gene expression data. This gives 14,979, 4,909 and 15,459 TF-Enhancer-Gene triplets in subpopulations 1, 2, and 3 respectively. Finally, for any pair of TF and target gene, say *T*_*i*_ and *G*_*j*_, we compute a TF-Target score *W*_*ij*_ as the sum, over TF-RE-Gene triples with TF = *T*_*i*_ and Gene = *G*_*j*_, of the product of the motif score of *T*_*i*_ on the RE and the loop count between RE and *G*_*j*_. In this way, we obtained a regulatory networks for each subpopulation, defined as the directed graph with key TFs are nodes and TF-Target scores^10^ as edge weights. The networks for the three subpopulations contain (58 nodes, 1043 edges), (42 nodes, 685 edges) and (71 nodes, 1037 edges) respectively.

(Step 3) Analysis of dense subnetwork: For each subpopulation-specific network, we extracted its dense subnetwork by quadratic programming (Methods). The extracted subnetwork is seen to be significantly denser than those obtained from random networks with same in-degree and out-degree for each node as our network (*p*-value equals 0.0230, 0.0180 and 0.0320 in subpopulations 1, 2, and 3, see Methods). The dense subnetwork was further partitioned into (i) the core subnetwork consisting of TFs that densely cross-regulate each other to achieve robust maintenance of the cellular state, (ii) the upstream subnetwork consisting of TFs that may regulate the core, and (iii) the downstream subnetwork consisting of key TFs regulated by the core. Different downstream TFs may be involved in different pathways or functions characteristic of the cells in the subpopulation. Figure 3e–g present the dense subnetworks of the three subpopulations. Downstream TFs in subpopulation 1 included *Ascl1*, *Neurog1*, *Lhx3*, *Onecut2* and *Bhlhe23*. The BHLH transcription factor *Ascl1* is one of the most important factors in neural commitment and differentiation^11^, and it is also necessary for reprograming from fibroblasts to functional neurons^12^. *Lhx3* in known to contributes to the specification of motor neuron^13^. In subpopulation 2, *Foxa2*, *Gata4,* and *Gata6* are in the core subnetwork. *Foxa2* is a pioneer factor important in mesendoderm development and is known to regulate *Gata4*^14^, *Gata4* and *Gata6* are master TFs important to heart and gut formation. Our analysis suggests that these core TFs, together with their downstream effectors such as *Sox17*, may drive differentiation towards mesodermal and endoderm lineages. In subpopulation 3, *Rfx4 and Pou3f2* are in the core subnetwork. A novel splice variant of *Rfx4* is reported to be crucial for normal brain development^15^ and *Pou3f2* is involved in cognitive function as well as adult hippocampal neurogenesis^16^. Downstream TFs in subpopulation 3 included *Pax6*. *Pax6* is important for the maintenance of brain integrity^17^. We note that many *Hox* genes are found in the core subnetworks of subpopulations 1 and 3, suggesting that they are important in the maintenance of these neural related populations. On the other hand, *Lhx1*^18^ and *Neurod1*^19^ are specific to subpopulation 1 while *Rfx4*^20^ and *Pax6*^21^ are specific to subpopulation 3. These regulators may play a role in defining the differences of these two related but distinct subpopulations.

## Discussion

In summary, we developed DC3 for simultaneous deconvolution and coupled clustering based on the joint analysis of different combinations of bulk and single-cell level RNA-seq, ATAC-seq, and HiChIP data. We showed that DC3 can decompose bulk profiles into subpopulation-specific profiles and at the same time enhance clustering performance of the single-cell data. The subpopulation-specific HiChIP interactions are seen to lead to improved interpretation of the subpopulations. Furthermore, we showed that the accessibility, expression and loop profiles inferred by DC3 can serve as a foundation for further analyses of the regulatory systems, such as the extraction of core subnetworks, in a population-specific manner.

Since DC3 is an unsupervised method and the hyper-parameters can be tuned automatically, it can be applied to many different scenarios. For example, existing single cell atlases^22–25^ usually adopt barcode-based Drop-seq experiments (median UMI ~5000). If scRNA-seq and scATAC-seq with low sequencing depths have already been performed in the same cell population, then with additional simple HiChIP experiments, DC3 can greatly improve the characterization of the different subpopulations and their regulatory networks. As another example, if scRNA-seq, scATAC-seq and bulk HiChIP are performed in heterogeneous tumor cell population, DC3 can help to distinguish the subpopulations in the mixture and identify the TFs, enhancers and genes that are important in the subpopulations.

Finally, our optimization-framework is flexible and can be extended easily. For example, recently Cao et al. proposed a combinatorial indexing–based assay sci-CAR that jointly profiles chromatin accessibility and mRNA in each of thousands of single cells^26^; Lin et al.^27^ proposed a model-based method to infer the subpopulations. In the future we will modify the cost function of DC3 to incorporate data types from such emerging single cell experiments, and incorporate the model-based method into the inference.

## Methods

### Data preprocessing

We aligned scATAC-seq reads to reference genome mm9 and removed duplicates. MACS2^28^ was employed to call peaks by merging reads from all single cells and removed peaks present less than 10 cells. The final read counts for each peak on each cell were calculated by bedtools^29^ intersect command.

We mapped scRNA-seq reads to mm9 by STAR^30^ following ENCODE^31^ pipeline and calculated Transcripts Per Million (TPM) by RSEM^32^ using GENCODE^33^ vM16 annotation.

We used HiC-pro^34^ to process HiChIP data from raw fastq files to normalized contact maps using reference genome mm9. Then hichipper^35^ was employed to perform bias-corrected peak calling, library quality control and DNA loop calling. 

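Loops with more than 5 reads, as the files list them, numbered 23 to 687 in the 12 bulk libraries, with a median of 89, and 731 to 3209 in the 5 double positive libraries, with a median of 1841. One bulk library (replicate 2, with 687) and all 5 double positive libraries had 500 or more. With at least 5 reads per loop, 3 bulk libraries reached 500.

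**Figure D2:**
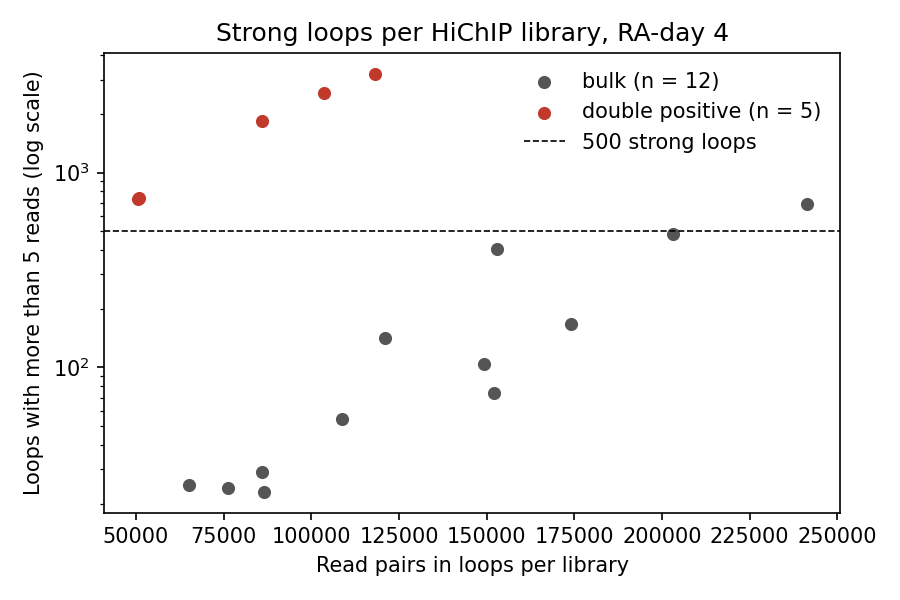
Loops with more than 5 reads (y axis, log scale) against read pairs in loops (x axis) for the 12 bulk and 5 double positive libraries, 1 point per library, with a dashed line at 500 loops. The bulk library above the line has 687 such loops, and the double positive libraries have between 731 and 3209.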

We filter out the replicates that have less than 500 strong loops (greater than 5 reads). We further utilized ATAC-seq peaks to annotate loops and to select candidate enhancer-promoter interactions.

### Simulation data construction

To simulate single-cell level RNA-seq/ATAC-seq/HiChIP data from a mixed population with two different cell types, we downloaded the public scRNA-seq/scATAC-seq data from GM12878 and K562 and mixed them together as a single scRNA-seq/scATAC-seq dataset; we downloaded public bulk HiChIP data from GM12878 and K562 and down-sampled them as scHi-C data. In detail, we downloaded scRNA-seq and scATAC-seq, and simulated scHi-C for GM12878 and K562 separately. Then for scRNA-seq data, we computed the data matrix $$E_{m \times n_1}$$ where *E*_*gh*_ denotes the expression level of the *g*-th gene in the *h*-th cell and *n*_1_ = 146 is the total number of cells from GM12878 (73) and K562 (73). For scATAC-seq data, we computed a data matrix $$O_{n \times n_2}$$, where *O*_*ij*_ denotes the degree of openness (i.e., read count) of the *i*-th peak in the *j*-th cell and *n*_2_ = 746 is the total number of cells in GM12878 (373) and K562 (373). For scHi-C data, we computed a data matrix $$C_{s \times n_3}^s$$, where $$C_{ij}^s$$ denotes the loop counts of the *i*-th interaction in the *j*-th cell and *n*_3_ = 200 is the total number of cells in GM12878 (100) and K562 (100). The numbers of cell in simulation data are shown in Table 3. We note that the scATAC-seq, the scRNA-seq data and the scHi-C data are not measured in the same cell in our setting.

**Table 3:** The numbers of cells in simulation data

	GM12878	K562	Total
scRNA-seq	73	73	146
scATAC-seq	373	373	746
scHi-C	100	100	200

### DC3 algorithm

We first introduce some notations for our data matrices (Fig. 1b): (1) scRNA-seq matrix: *E*_*m*×*n*1_, where *E*_*gh*_ denotes the expression level of the *g*-th gene in the *h*-th cell; (2) scATAC-seq matrix: *O*_*n*×*n*2_, where *O*_*ij*_ denotes the degree of openness (i.e., read count) of the *i*-th enhancer in the *j*-th cell; (3) HiChIP matrix: *C*_*m*×*n*_, where *C*_*pq*_ denotes the enhancer–promoter interactions strength (i.e., loop read counts) for the *p*-th gene’s promoter and the *q*-th enhancer at the bulk level. To infer the pattern of gene expression, chromatin accessibility, and chromatin contact in each subpopulation, we formulate the following optimization problem:

1 $$\begin{array}{*{20}{c}} {\begin{array}{*{20}{c}} {} \\ {\min } \\ {W_1,H_1,W_2,H_2,{\mathrm{\Lambda }} \ge 0} \end{array}\frac{1}{2}\left\| {C - {\mathrm{\alpha }}D \odot \left( {W_1{\mathrm{\Lambda }}W_2^T} \right)} \right\|_F^2 + \frac{{\mu _1}}{2}\left\| {E - W_1H_1} \right\|_F^2 + \frac{{\mu _2}}{2}\left\| {O - W_2H_2} \right\|_F^2} \\ {s.t.\quad \mathop {\sum}\limits_{k = 1}^K {h_{kj}^1} = 1;j = 1,2, \ldots ,n_1} \\ {\mathop {\sum}\limits_{k = 1}^K {h_{kj}^2} = 1;j = 1,2, \ldots ,n_2} \\ {\mathop {\sum}\limits_{k = 1}^K {\lambda _k} = 1;} \end{array}$$

To explain this formulation, we briefly discuss each term in the objective function. (1) $$\left\| {E - W_1H_1} \right\|_F^2$$: A soft clustering of the scRNA-seq cells can be obtained from a nonnegative matrix factorization *E* = *W*_1_*H*_1_ as follows: *W*_1_ has *K* columns and *H*_1_ has *K* rows. The *i*-th column of *W*_1_ gives the mean gene expression for the *i*-th cluster of cells, while the *j*-th column of *H*_1_ gives the assignment weights of the *j*-th cell to the different clusters. (2) $$\left\| {O - W_2H_2} \right\|_F^2$$: Similarly, clustering of cells in scATAC-seq data can be obtained from the factorization *O* = *W*_2_*H*_2_. *W*_2_ also has *K* columns and *H*_2_ has *K* rows. The *i*-th column of *W*_2_ gives the mean chromatin accessibility for the *i*-th cluster of cells, while the *j*-th column of *H*_2_ gives the assignment weights of the *j*-th cell to different clusters. Note that, the *k*-th column of *W*_2_ corresponds to the *k*-th column of *W*_1_, indicating they are from the same cluster, namely the *k*-th cluster. (3) $$\left\| {C - {\mathrm{\alpha }}D \odot \left( {W_1{\mathrm{\Lambda }}W_2^T} \right)} \right\|_F^2$$: We decompose each enhancer-promoter loop strength *c*_*ij*_ in the bulk sample into subpopulation-specific loop strengths, i.e., $$c_{ij} = \mathop {\sum}\nolimits_k {\lambda _k} c_{ijk}$$, where *c*_*ijk*_ is the loop strength in the *k*-th subpopulation; *λ*_*k*_ is proportional to the size of the subpopulation; Λ is a *K* by *K* diagonal matrix [*λ*_1_, *λ*_2_, …, *λ*_*K*_]. Furthermore, based on the expectation that an enhancer-promoter loop strength is positively correlated with both the accessibilities of the enhancer and the expression values of the gene, we model *c*_*ij*_ as

2 $$\begin{array}{*{20}{c}} {c_{ij} = \alpha d_{ij}\mathop {\sum }\limits_k \lambda _kw_{ik}^1w_{jk}^2} \end{array}$$

Here α is a scaling factor; the elements (*d*_*ij*_) of the matrix *D* are indicators selecting the enhancer-promoter pair to be modeled. Only enhancer-promoter pairs with loop count larger than or equal to 1 are included into the optimization:

3 $$\begin{array}{*{20}{c}} {d_{ij} = \left\{ {\begin{array}{*{20}{c}} {1,} & {c_{ij} \ge 1} \\ {0,} & {c_{ij} < 1} \end{array}} \right.} \end{array}$$

This leads directly to the first term in the objective function.

Finally, the objective function can be extended to handle any combination of single cell and bulk data. The general cost function is as follows:

4 $$\begin{array}{*{20}{c}} {{\mathrm{min}}\frac{1}{2}\alpha _1\left\| {C_s - W_3H_3} \right\|_F^2 + \frac{1}{2}\alpha _2\mathop {\sum }\limits_i \mathop {\sum }\limits_{j \in RE_i} \left( {C_b^{(i,j)} - \alpha _1D_b^{(i,j)}\mathop {\sum }\limits_{k = 1}^K \lambda _kW_1^{(i,k)}W_2^{(j,k)}} \right)^2} \\ {\frac{{\mu _1}}{2}\beta _1\left\| {E_s - W_1H_1} \right\|_F^2 + \frac{{\mu _1}}{2}\beta _2\mathop {\sum }\limits_i \left( {E_b^{(i)} - \alpha _2\mathop {\sum }\limits_{k = 1}^K \lambda _k\mathop {\sum }\limits_{j \in RE_i} W_3^{(i,j,k)}W_2^{(j,k)}} \right)^2} \\ {\frac{{\mu _2}}{2}\gamma _1\left\| {O_s - W_2H_2} \right\|_F^2 + \frac{{\mu _2}}{2}\gamma _2\mathop {\sum }\limits_j \left( {O_b^{(j)} - \alpha _3\mathop {\sum }\limits_{k = 1}^K \lambda _k\mathop {\sum }\limits_{i \in TG_i} W_3^{(i,j,k)}W_1^{(i,k)}} \right)^2} \\ { + \frac{{\mu _3}}{2}\alpha _1\beta _1\gamma _1\mathop {\sum }\limits_{k = 1}^K \lambda _k\mathop {\sum }\limits_i \mathop {\sum }\limits_{j \in RE_i} W_3^{\left( {i,j,k} \right)}W_1^{\left( {i,k} \right)}W_2^{\left( {j,k} \right)}} \end{array}$$

$$S = \{ (i,j){\mathrm{|}}C_s^{\left( {i,j,:} \right)} \, > \, 0\,{\mathrm{or}}\,C_b^{\left( {i,j} \right)} \, > \, 0\}$$

$$C_b:\left| S \right| \times 1{\mathrm{matrix}}$$

$$C_s:\left| S \right| \times n_3{\mathrm{matrix}}$$

$$W_3:\left| S \right| \times K{\mathrm{matrix}}$$

$$W_3^{(i,j,k)}:\left( {i,j} \right){\mathrm{represent}}\,{\mathrm{one}}\,{\mathrm{row}}\,{\mathrm{in}}\,W_3$$

$$\alpha _1 = \left\{ {\begin{array}{*{20}{l}} 0 \hfill & {{\mathrm{indicate}}\,{\mathrm{including}}\,{\mathrm{HiChIP}}\,{\mathrm{bulk}}\,{\mathrm{input}}} \hfill \\ 1 \hfill & {{\mathrm{indicate}}\,{\mathrm{not}}\,{\mathrm{including}}\,{\mathrm{HiChIP}}\,{\mathrm{bulk}}\,{\mathrm{intput}}} \hfill \end{array}} \right.$$

$$\alpha _2 = \left\{ {\begin{array}{*{20}{l}} 0 \hfill & {{\mathrm{indicate}}\,{\mathrm{including}}\,{\mathrm{HiChIP}}\,{\mathrm{single - cell}}\,{\mathrm{input}}} \hfill \\ 1 \hfill & {{\mathrm{indicate}}\,{\mathrm{not}}\,{\mathrm{including}}\,{\mathrm{HiChIP}}\,{\mathrm{single - cell}}\,{\mathrm{intput}}} \hfill \end{array}} \right.$$

$$\beta _1 = \left\{ {\begin{array}{*{20}{l}} 0 \hfill & {{\mathrm{indicate}}\,{\mathrm{including}}\,{\mathrm{RNA - seq}}\,{\mathrm{bulk}}\,{\mathrm{input}}} \hfill \\ 1 \hfill & {{\mathrm{indicate}}\,{\mathrm{not}}\,{\mathrm{including}}\,{\mathrm{RNA - seq}}\,{\mathrm{bulk}}\,{\mathrm{intput}}} \hfill \end{array}} \right.$$

$$\beta _2 = \left\{ {\begin{array}{*{20}{l}} 0 \hfill & {{\mathrm{indicate}}\,{\mathrm{including}}\,{\mathrm{RNA - seq}}\,{\mathrm{single - cell}}\,{\mathrm{input}}} \hfill \\ 1 \hfill & {{\mathrm{indicate}}\,{\mathrm{not}}\,{\mathrm{including}}\,{\mathrm{RNA - seq}}\,{\mathrm{single - cell}}\,{\mathrm{intput}}} \hfill \end{array}} \right.$$

$$\gamma _1 = \left\{ {\begin{array}{*{20}{l}} 0 \hfill & {{\mathrm{indicate}}\,{\mathrm{including}}\,{\mathrm{ATAC - seq}}\,{\mathrm{bulk}}\,{\mathrm{input}}} \hfill \\ 1 \hfill & {{\mathrm{indicate}}\,{\mathrm{not}}\,{\mathrm{including}}\,{\mathrm{ATAC - seq}}\,{\mathrm{bulk}}\,{\mathrm{intput}}} \hfill \end{array}} \right.$$

$$\gamma _2 = \left\{ {\begin{array}{*{20}{l}} 0 \hfill & {{\mathrm{indicate}}\,{\mathrm{including}}\,{\mathrm{ATAC - seq}}\,{\mathrm{single - cell}}\,{\mathrm{input}}} \hfill \\ 1 \hfill & {{\mathrm{indicate}}\,{\mathrm{not}}\,{\mathrm{including}}\,{\mathrm{ATAC - seq}}\,{\mathrm{single - cell}}\,{\mathrm{intput}}} \hfill \end{array}} \right.$$

$$s.t.\mathop {\sum }\limits_{k = 1}^K h_1^{(k,j)} = 1;j = 1,2, \ldots ,n_1$$

$$\mathop {\sum }\limits_{k = 1}^K h_2^{(k,j)} = 1;j = 1,2, \ldots ,n_2$$

$$\mathop {\sum }\limits_{k = 1}^K h_3^{(k,j)} = 1;j = 1,2, \ldots ,n_3$$

$$\mathop {\sum }\limits_{k = 1}^K \lambda _k = 1;$$

We used different *α*, *β*, *γ* to deal with different input combinations: (1) *α*_1_ = 1, *α*_2_ = 0, *β*_1_ = 1, *β*_2_ = 0, *γ*_1_ = 1, *γ*_2_ = 0, indicates scRNA-seq, scATAC-seq and scHi-C input; (2) *α*_1_ = 0, *α*_2_ = 1, *β*_1_ = 1, *β*_2_ = 0, *γ*_1_ = 1, *γ*_2_ = 0, indicates scRNA-seq, scATAC-seq and bulk HiChIP input; (3)*α*_1_ = 0, *α*_2_ = 1, *β*_1_ = 0, *β*_2_ = 1, *γ*_1_ = 1, *γ*_2_ = 0, indicates bulk RNA-seq, scATAC-seq and bulk HiChIP input; (4)*α*_1_ = 0, *α*_2_ = 1, *β*_1_ = 1, *β*_2_ = 0, *γ*_1_ = 0, *γ*_2_ = 1, indicates scRNA-seq, bulk ATAC-seq and bulk HiChIP input.

### Optimization algorithm

We proposed a multiplicative update algorithm to solve the following non-convex optimization problem. Taking DC3 with scRNA-seq, scATAC-seq and bulk HiChIP input as example:

5 $$\begin{array}{*{20}{c}} {\begin{array}{*{20}{c}} {} \\ {\min } \\ {W_1,H_1,W_2,H_2,{\mathrm{\Lambda }} \ge 0} \end{array}\frac{1}{2}\left\| {C - {\mathrm{\alpha }}D \odot \left( {W_1{\mathrm{\Lambda }}W_2^T} \right)} \right\|_F^2 + \frac{{\mu _1}}{2}\left\| {E - W_1H_1} \right\|_F^2 + \frac{{\mu _2}}{2}\left\| {O - W_2H_2} \right\|_F^2} \\ {s.t.\mathop {\sum }\limits_{k = 1}^K h_{kj}^1 = 1;j = 1,2, \ldots ,n_1} \\ {\mathop {\sum }\limits_{k = 1}^K h_{kj}^2 = 1;j = 1,2, \ldots ,n_2} \\ {\mathop {\sum }\limits_{k = 1}^K \lambda _k = 1;} \end{array}$$

Let $$w_{ij}^1$$ represent the element of the *i-*th row and the *j-*th column in matrix *W*_1_ and $$w_{ij}^2$$, $$h_{ij}^1$$, $$h_{ij}^2$$ be the corresponding elements in *W*_2_, *H*_1_ and *H*_2_. We adopted the following update scheme and stopped the iteration when the relative error was less than 10^−4^.

6 $$\begin{array}{*{20}{c}} {w_{ij}^1 \leftarrow w_{ij}^1\frac{{\left( {\mu _1EH_1^T + \alpha CW_2{\mathrm{\Lambda }}^T} \right)_{ij}}}{{\left( {\mu _1W_1H_1H_1^T + \alpha ^2D \odot (W_1{\mathrm{\Lambda }}W_2^T)W_2{\mathrm{\Lambda }}^T} \right)_{ij}}}} \end{array}$$

7 $$\begin{array}{*{20}{c}} {h_{ij}^1 \leftarrow h_{ij}^1\frac{{\left( {W_1^TE} \right)_{ij}}}{{\left( {W_1^TW_1H_1} \right)_{ij}}}} \end{array}$$

8 $$\begin{array}{*{20}{c}} {w_{ij}^2 \leftarrow w_{ij}^2\frac{{\left( {\mu _2OH_2^T + C^TW_1{\mathrm{\Lambda }}} \right)_{ij}}}{{\left( {\mu _2W_2H_2H_2^T + D^T \odot (W_2{\mathrm{\Lambda }}^TW_1^T)W_1{\mathrm{\Lambda }}} \right)_{ij}}}} \end{array}$$

9 $$\begin{array}{*{20}{c}} {h_{ij}^2 \leftarrow h_{ij}^2\frac{{\left( {W_2^TO} \right)_{ij}}}{{\left( {W_2^TW_2H_2} \right)_{ij}}}} \end{array}$$

10 $$\begin{array}{*{20}{c}} {h_{ij}^1 \leftarrow \frac{{h_{ij}^1}}{{\mathop {\sum }\nolimits_k h_{kj}^1}}} \end{array}$$

11 $$\begin{array}{*{20}{c}} {h_{ij}^2 \leftarrow \frac{{h_{ij}^2}}{{\mathop {\sum }\nolimits_k h_{kj}^2}}} \end{array}$$

12 $$\begin{array}{*{20}{c}} {\alpha \leftarrow \frac{{tr\left( {\hat C^TC} \right)}}{{tr\left( {\hat C^T\hat C} \right)}}\hat C = D \odot \left( {W_1{\mathrm{\Lambda }}W_2^T} \right)} \end{array}$$

13 $$\begin{array}{*{20}{c}} {\lambda _k \leftarrow \frac{{\mathop {\sum }\nolimits_i^{n_1} h_{ik}^1 + \mathop {\sum }\nolimits_i^{n_2} h_{ik}^2}}{{n_1 + n_2}}} \end{array}$$

### Subpopulation-specific subnetwork connectivity (for hyper-parameter selection, see below)

We first applied *t-*test to select top 5% subpopulation-specific genes and subpopulation-specific enhancers. Then we regarded these subpopulation-specific genes and enhancers in each subpopulation as nodes and formed *K* subpopulation-specific subnetworks. Here we defined connectivity as the edges that fall within the given subpopulation-specific subnetwork. Suppose the subnetwork contains *n* nodes and the strength of edge between node *i* and *j* is *A*_*ij*_. Then the subpopulation-specific connectivity is given by the sum of *A*_*ij*_ over all pairs of nodes *i*,*j*. Subpopulation-specific subnetwork connectivity measures the specificity of each subpopulation-specific subnetwork, including the specificity of genes, enhancers, and enhancer-gene interactions.

### Initialization and hyper-parameters selection

We selected hyper-parameters *μ*_1_ and *μ*_2_ according to the connectivity of the subpopulation-specific subnetworks (Supplementary Table 13). We first solved the optimization problem $$\min _{W_1,H_1 \ge 0}\left\| {E - W_1H_1} \right\|_F^2$$ and $$\min _{W_2,H_2 \ge 0}\left\| {O - W_2H_2} \right\|_F^2$$ by the alternating least-squares (ALS) algorithm with 50 different initializations using a Monte Carlo-type approach and got the solutions for *W*_10_, *H*_10_, *W*_20_, *H*_20_, which would be used as initializations in our optimization problem. Then we calculated

14 $$\begin{array}{*{20}{c}} {\mu _{10} = \left\| {C - {\mathrm{\alpha }}D \odot \left( {W_1{\mathrm{\Lambda }}W_2^T} \right)} \right\|_F^2/\left\| {E - W_1H_1} \right\|_F^2} \end{array}$$

15 $$\begin{array}{*{20}{c}} {\mu _{20} = \left\| {C - {\mathrm{\alpha }}D \odot \left( {W_1{\mathrm{\Lambda }}W_2^T} \right)} \right\|_F^2/\left\| {O - W_2H_2} \right\|_F^2} \end{array}$$

The hyper-parameter *μ*_1_ was chosen from *μ*_10_ × [10^0^, 10^1^, 10^2^, 10^3^, 10^4^], and *μ*_2_ was chosen from *μ*_20_ × [10^0^, 10^1^, 10^2^, 10^3^, 10^4^]. We used the sum the connectivity of *K* subpopulation-specific subnetworks to select the best hyper-parameters and chose the ones which had the highest connectivity. The number of clusters *K* can be determined by a method similar to that in Brunet et al.^36^ (Supplementary Fig. 22).

### Subpopulation profiles

For single-cell input, we calculated the mean profiles for those cells with the same cluster labels. For example, the subpopulation gene expression profiles are given by the columns of the matrix *P*_1_, The *k*-th column of *P*_1_ is computed by averaging the single cell expression profile of the cells in cluster *K*. For example, $$P_1^{( \cdot k)} = \mathop {\sum }\nolimits_{j \in S_k} E_{ \cdot j}/\left| {S_k} \right|$$, *S*_*k*_:{*j*|*j* − *th cell belongs to cluster K*}. The cluster mean based subpopulation profile *P*_1_ is similar to the subpopulation profile *W*_1_ from matrix factorization. However, the results on simulation data show that the cluster mean based subpopulation profile have better performance in HiChIP deconvolution than the matrix factorization-based subpopulation profile. The computation of subpopulation profile *P*_2_ from scATAC-seq and subpopulation profile *P*_3_ from scHi-C are similar.

For bulk data type, we can use a simple plug-in expression to obtain its subpopulation profiles from the subpopulation profiles already obtained from single-cell data. For example, the subpopulation HiChIP profiles *P*_3_ can be obtained from single-cell-averaged- profiles *P*_1_ and *P*_2_by using the expression $$p_{ijk}^3 = {\mathrm{\alpha }}d_{ij}\lambda _kp_{ik}^1p_{jk}^2$$.

### Poisson model-based estimate for subpopulation HiChIP profiles

We also developed a statistical model for the deconvolution of bulk HiChIP profile into subpopulation HiChIP profiles.

In this model the observed loop count *C*_*ij*_, is a sum of latent loop counts, i.e.,

16 $$C_{ij} = \mathop {\sum}\limits_k {C_{ijk}}$$

where $$C_{ijk}$$ indicates the loop counts between the *i*-th promoter and the *j*-th enhancer in the *k*-th cluster.

We assume that $$C_{ijk}$$ is generated from a Poisson model

17 $$\begin{array}{*{20}{c}} {C_{ijk}\sim Poisson\left( {\lambda \sqrt {O_{ik}O_{jk}} } \right)} \end{array}$$

*O*_*ik*_ indicates the openness of the *i*-th promoter in the *k*-th cluster, *O*_*jk*_ indicates the openness of the *j*-th enhancer in the *k*-th cluster, and these openness values are assumed to be known constants. Let

18 $$\begin{array}{*{20}{c}} {{\boldsymbol{M}}_{{\boldsymbol{ij}}} = \left( {C_{ij1}, \ldots ,C_{ijK}} \right)} \end{array}$$

19 $$\begin{array}{*{20}{c}} {{\boldsymbol{\rho }}_{{\boldsymbol{ij}}} = \left( {\rho _{ij1}, \ldots ,\rho _{ijK}} \right)} \end{array}$$

20 $$\begin{array}{*{20}{c}} \hskip -21pt {\rho _{ijk} = \frac{{\sqrt {O_{ik}O_{jk}} }}{{\mathop {\sum }\nolimits_k \sqrt {O_{ik}O_{jk}} }}} \end{array}$$

Then

21 $$\begin{array}{*{20}{c}} {{\boldsymbol{M}}_{{\boldsymbol{ij}}}|C_{ij}\sim Multinomial\left( {C_{ij},{\boldsymbol{\rho }}_{{\boldsymbol{ij}}}} \right)} \end{array}$$

Let *E*_*ik*_ be the gene expression of the *i*-th gene in the *k*-th cluster. We assume this gene expression follows a Poisson distribution with a rate proportional to the sum of cluster-specific HiChIP interactions involving the *i*-th promoter.

22 $$\begin{array}{*{20}{c}} {E_{ik}\sim Poisson\left( {\beta \mathop {\sum }\limits_q C_{iqk}} \right)} \end{array}$$

Given the two sets of observations {*C*_*ij*_} and {*E*_*jk*_}, our task is to infer the set of latent variables {*C*_*ijk*_}. We do this by iteratively computing the MAP (maximum a posteriori) estimate of the latent multinomial variable ***M***_***ij***_ conditional on the set of all other latent variables {***M***_***rs***_:(*r*, *s*) ≠ (*i*,*j*)}. Specifically, given the current values of {*C*_*rsk*_:(*r*, *s*) ≠ (*i*, *j*)} we compute the value of {*C*_*ij*1_, *…*, *C*_*ijK*_} that maximizes the following conditional posterior probability:

23 $$\begin{array}{*{20}{c}} {\left( {\begin{array}{*{20}{c}} {C_{ij}} \\ {{\boldsymbol{M}}_{{\boldsymbol{ij}}}} \end{array}} \right)\mathop {\prod }\limits_{k = 1}^K \rho _{ijk}^{C_{ijk}}e^{ - \beta \left( {\mathop {\sum }\limits_{q \ne j} C_{iqk} + C_{ijk}} \right)}\left[ {\beta \left( {\mathop {\sum }\limits_{q \ne j} C_{iqk} + C_{ijk}} \right)} \right]^{E_{ik}}} \end{array}$$

### Dropout simulation

Dropout usually refers to the phenomenon that an expressed RA molecule might not be captured in a single cell. To test whether our algorithm could still function well in the presence of dropout events, we used a Bernoulli distribution to decide which “sites” (genes or enhancers) should be dropped in scRNA-seq and scATAC-seq data. Zero values were introduced into the simulated data for each gene/enhancer based on a Bernoulli distribution defined by the dropout rate. In our experiments, we chose the dropout rate from [0, 0.5, 0.8, 0.9].

### Down sampling scRNA-seq and scATAC-seq in RA day 4

To simulate dropout based on scRNA-seq dataset from Drop-seq platform, we first down sampled each gene’s read count or each enhancer’s read count *P*_*ij*_ as $$\hat P_{ij} = P_{ij}/100$$, where $$\hat P_{ij}\sim Poi(P_{ij}/100)$$, and the dropout effect was modeled as $$D_i\sim Ber\left( {\frac{1}{{1 + P_{ij}/100^{ - 0.1}}}} \right)$$ (*P* indicates the openness matrix *O* or expression matrix *E*).

### Surface markers selection

To sort the subpopulation 2 cells, we selected subpopulation 2 specific surface markers from gene expression data. We required that the selected surface markers satisfy the following conditions: (i) Differentially expressed between subpopulation 2 and the other subpopulations. (ii) Highly expressed in subpopulation 2, and (iii) expression level in subpopulations 1 and 3 are less than 2. In practice, we compared the distribution of surface markers’ expression in subpopulation 2 versus the other subpopulations by *t*-test. We selected the top 20 markers and further require that TPM expression in subpopulation 2 be greater than 10 and higher than in subpopulations 1 and 3.

### Performance evaluation

There are two tasks for our algorithm: (1) deconvolution of subpopulation-specific HiChIP; (2) coupled clustering of scRNA-seq and scATAC-seq. For deconvolution, we ran our algorithm 50 times and evaluated the results in terms of mean Pearson Correlation Coefficient (PCC) of true subpopulation-specific HiChIP values and the predicted values. In detail, if there are *n* interactions in the bulk HiChIP data, both the true subpopulation-specific HiChIP and the predicted subpopulation-specific HiChIP are represented using *n*-dimensional vectors. Then the deconvolution performance is evaluated by calculating the PCC score between the true vector and predicted vector. For coupled clustering, we evaluated the performance in terms of error rate of true subpopulation labels and the predicted cluster assignments. We ran our algorithm and NMF 50 times from different initial values to calculate the mean error rate and compared our algorithm with NMF.

### Subpopulation-specific genes

We defined subpopulation-specific genes according to its *p*-values from scRNA-seq and HiChIP data. For scRNA-seq, we applied a one-tailed *t*-test to define the subpopulation-specific genes and obtained the scRNA-seq *p*-values; For HiChIP, we first applied a one-tailed binomial test to define subpopulation-specific interactions. To eliminate the bias of various loop counts of interactions, we normalized the total loop counts to *N* (e.g., *N* = 10) for each interaction and get the modified loop counts in the *k*-th subpopulation as *n*_*k*_. The expected proportion of the interactions in each subpopulation *p*_*k*_ is regarded as 1/*K* based on the assumption that each interaction is uniformly distributed in each subpopulation. Then, we calculated *p*-value for the interaction in the *k*-th subpopulation using the binomial test in R binom.test (*n*_*k*_, *N*, *p*_*k*_, alternative = “greater”). For genes with more than one interaction, we chose the most significant *p*-value as the HiChIP *p*-value of the gene. We further combined these two *p*-values for each gene using Fisher’s methods and select the top 1000 subpopulation-specific genes with the smallest combined *p*-values in each subpopulation.

### Motif enrichment scores

We merged the scATAC-seq cells in each subpopulation to get a merged sample. On this sample, we used MACS2 to call the open peaks. We performed motif enrichment analysis on those open peaks by Homer. The motif enrichment score was defined by geometric mean of –log10(*p*-value) and fold change.

24 $$\begin{array}{*{20}{c}} {{\mathrm{Motif}}\,{\mathrm{enrichment}}\,{\mathrm{score}} = \sqrt { - \log _{10}\left( {{\mathrm{pvalue}}} \right) \times {\mathrm{FoldChange}}} } \end{array}$$

### GO terms selection

For each subpopulation, we ranked GO terms using motif enrichment scores and kept the significant GO terms with scores larger than 2. Then we removed the GO terms which were significant in all three subpopulations. For example, GO terms cell projection morphogenesis, regulation of cellular component movement, regulation of localization, regulation of biological quality and etc. were significant in all three subpopulations, and we removed these GO terms for subsequent subpopulation-specific analysis.

### Dense subnetwork detection

Given a directed weighted graph (*G*, *W*), we obtained the dense subnetwork by solving the following optimization problem:

25 $$\begin{array}{*{20}{c}} {\max \mathop {\sum }\limits_i \mathop {\sum }\limits_j W_{ij}x_iy_j} \\ {{\mathrm{s}}.{\mathrm{t}}.x_1^\beta + x_2^\beta + \ldots + x_n^\beta = 1} \\ {y_1^\beta + y_2^\beta + \ldots + y_n^\beta = 1} \\ {x_i \ge 0;i = 1,2, \ldots n} \\ {y_i \ge 0;i = 1,2, \ldots n} \end{array}$$

where nonzero value of *x*_*i*_ indicates that the *i-th* node in graph *G* is included in the subnetwork as a regulator, nonzero value of *y*_*i*_ indicates that the node is included in the module as a target. We chose *β* = 1, which leads to L1-type constraint that promotes sparse solutions. Then, the dense subnetwork was given by the set of nodes with nonzero *x*_*i*_ or *y*_*i*_. We can further partition the dense subnetwork into the core node *C*, the upstream node *U* and the downstream node *D*, defined respectively as

26 $$\begin{array}{*{20}{c}} {U = \left\{ {i|x_i \, > \, 0,y_i = 0} \right\}} \end{array}$$

27 $$\begin{array}{*{20}{c}} {C = \left\{ {i|x_i \, > \, 0,y_i \, > \, 0} \right\}} \end{array}$$

28 $$\begin{array}{*{20}{c}} {D = \left\{ {i|x_i = 0,y_i \, > \, 0} \right\}} \end{array}$$

To test whether the extracted dense subnetwork is statistically significant or not, we generated a null distribution by permuting the network. In the permutation, to maintain the same in-degree and out-degree of each nodes of the network, we used the switching permutation operation (selected two edge every time and switch source and target), and switched 1000 times to generate the random network. We generated 1000 random networks and extracted the dense subnetwork on random networks. We calculated a *p*-value by comparing the optimal value from our network with that from random networks.

### Cell culture

Mouse ES cell lines R1 were obtained from American Type Culture Collection (ATCC, Cat. no. SCRC-1036). The mESCs were first expanded on an MEF feeder layer previously irradiated. Then, subculturing was carried out on 0.1% bovine gelatin-coated tissue culture plates. Cells were propagated in mESC medium consisting of Knockout DMEM supplemented with 15% knockout serum replacement, 100 μM nonessential amino acids, 0.5 mM beta-mercaptoethanol, 2 mM GlutaMax, and 100 U/mL Penicillin-Streptomycin with the addition of 1000 U/mL of LIF (ESGRO, Millipore).

### Cell differentiation

mESCs were differentiated using the hanging drop method^37^. Trypsinized cells were suspended in differentiation medium (mESC medium without LIF) to a concentration of 50,000 cells/ml. 20 μl drops (~1000 cells) were then placed on the lid of a bacterial plate and the lid was upside down. After 48 h incubation, Embryoid bodies (EBs) formed at the bottom of the drops were collected and placed in the well of a 6-well ultra-low attachment plate with fresh differentiation medium containing 0.5 μM retinoic acid (RA) for up to 4 days, with the medium being changed daily.

### HiChIP

We followed the HiChIP protocol published by Mumbach et al.^37^, using antibody to H3K27ac (Abcam, ab4729) with the following modifications. The EBs were first treated with StemPro Accutase Cell Dissociation Reagent (Thermo Fisher) at 37 °C for 10–15 min with pipetting. Approximately one million cells were crosslinked with freshly prepared 1% formaldehyde. The pellet was then resuspended in 500 μl of ice-cold Hi-C Lysis buffer. After digestion with 25 U (5 μl of 5U/μl) MboI restriction enzyme and ligation, the nuclear pellet was brought up to 880 μl of Nuclear Lysis Buffer. Samples were sheared using a Covaris E220 using the following parameters: fill level = 10, duty cycle = 5, PIP = 140, cycles/burst = 200, time = 2 min and then clarified by centrifugation for 15 min at 16,100 × *g* at 4 °C. The samples were precleared with 6 μl Dynabeads Protein A (Thermo Fisher) at 4 °C for 1 h. We then added 2.5 μg of antibody to H3K27ac, and captured the chromatin-antibody complex with 6 μl of Dynabeads Protein A. Approximately 2–4 ng of ChIP DNA was obtained following Qubit quantification. The amount of Tn5 used and number of PCR cycles performed were based on the post-ChIP Qubit amounts, as described in the HiChIP protocol^37^. The library was sequenced on Illumina NextSeq 500 with 75 bp paired-end reads. Total 13 million cells were used in HiChIP experiment.

### Fluorescence-activated cell sorting (FACS)

The EBs treated with RA for 4 days were trypsinized with 1 ml StemPro Accutase Cell Dissociation Reagent (Thermo Fisher) at 37 °C for 10–15 min with pipetting. Once EBs got dissociated, 4 ml of Flow Cytometry Staining Buffer (Invitrogen, Cat. no. 00-4222) was add to the cell sample. The single cells were obtained by filtering twice with 40 μm cell strainer. After centrifuge at 500 × *g* for 4 min, the supernatant was removed and cells were resuspended in 500–700 μl of Flow Cytometry Staining Buffer to obtain the final concentration of 4 × 10^7^ cells/ml. 100 μl cells were used as unstained negative control cells for FACS analysis. The remaining cells were distributed at 100 μl per tube (~4 × 10^6^ cells) into Falcon® 12 × 75 mm round-bottom polystyrene test tube (Thermo Scientific), 100 μl per tube. To block non-specific Fc-mediated interactions, all tubes were first pre-incubated with 0.5 μg of Anti-Mouse CD16/32 antibody (1:40 dilution, Invitrogen, Cat. no. 14-0161) for 15 min at 4 °C. Then 0.125 μg PE-Cy7-labeled EpCAM (1:160 dilution, Invitrogen, Cat. no. 25-5791-80) and 0.1 μg PE-labeled CD38 (1:200 dilution, Invitrogen, Cat. no. 12-0381-82) were added to the tubes. After incubation for at least 30 min on ice, the cells were washed with 2 ml Flow Cytometry Staining Buffer + 1 mM EDTA to prevent cell adhesion. The cells were spin down at 500 × g for 5 min at room temperature and the wash step was repeated twice. The final cells were resuspended in 200 μl of Flow Cytometry Staining Buffer + 1 mM EDTA for FACS analysis. As compensation controls, 1 drop of UltraComp eBeads (Invitrogen, Cat. no. 01-2222) was added to three empty 12 × 75 mm round bottom test tubes, followed by adding 0.125 μg PE-Cy7-labeled EpCAM (labeled as PE-Cy7 only compensation beads), 0.1 μg PE-labeled CD38 (labeled as PE only compensation beads), or no antibody (labeled as no stain compensation beads). After mixing well by flicking, the tubes were incubated on ice for 20 min, followed by washing with 2 ml of Flow Cytometry Staining Buffer twice. After removing supernatant, 200 μl from each tube was used as compensation controls for FACS analysis. Five independent experiments were performed for FACS analysis, each time we obtained approximately 700,000 EpCAM and CD38 double positive cells. Those cells were collected in 15 ml conical tube, then the cells were spin down and crosslinked with freshly prepared 1% formaldehyde based on the HiChIP protocol^37^. After crosslinking, the cells were ready for the following HiChIP analysis.

### Software availability

DC3 is implemented in Python 2.7 and freely available at https://github.com/SUwonglab/DC3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The HiChIP data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession code GSE127807. The single-cell data that support the finding of this study are available in GEO with the accession code GSE115968 and GSE107651. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. The source data underlying Fig. 2a, b and 3 are provided as a Source Data file. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: DC3 is a method for deconvolution and coupled clustering from bulk and single-cell genomics data
**Source:** Nat Commun. 2019 Oct 10;10:4613. doi: 10.1038/s41467-019-12547-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **DC3: Deconvolution and coupled clustering from bulk and single cell genomics data**

**Zeng *et al.***

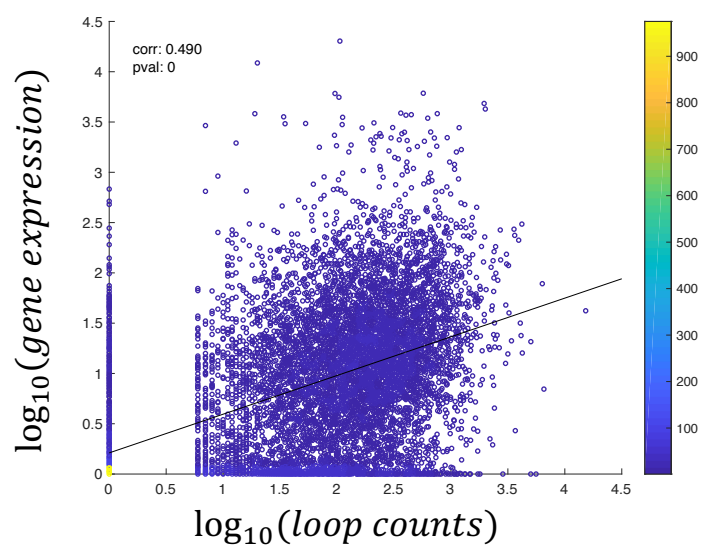

**Supplementary Figure 1.** The scatter plot between HiChIP loop counts and gene expression values in K562, the PCC score is 0.490. Source data is available upon request.

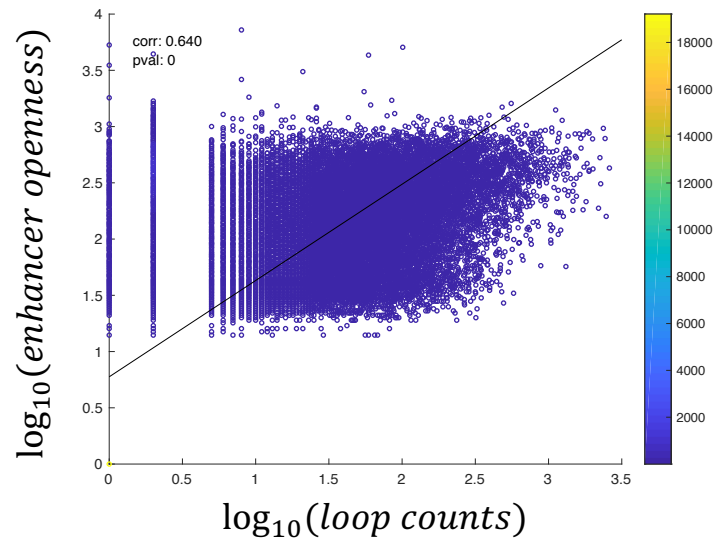

**Supplementary Figure 2.** The scatter plot between HiChIP loop counts and enhancer openness in K562, the PCC score is 0.640. Source data is available upon request.

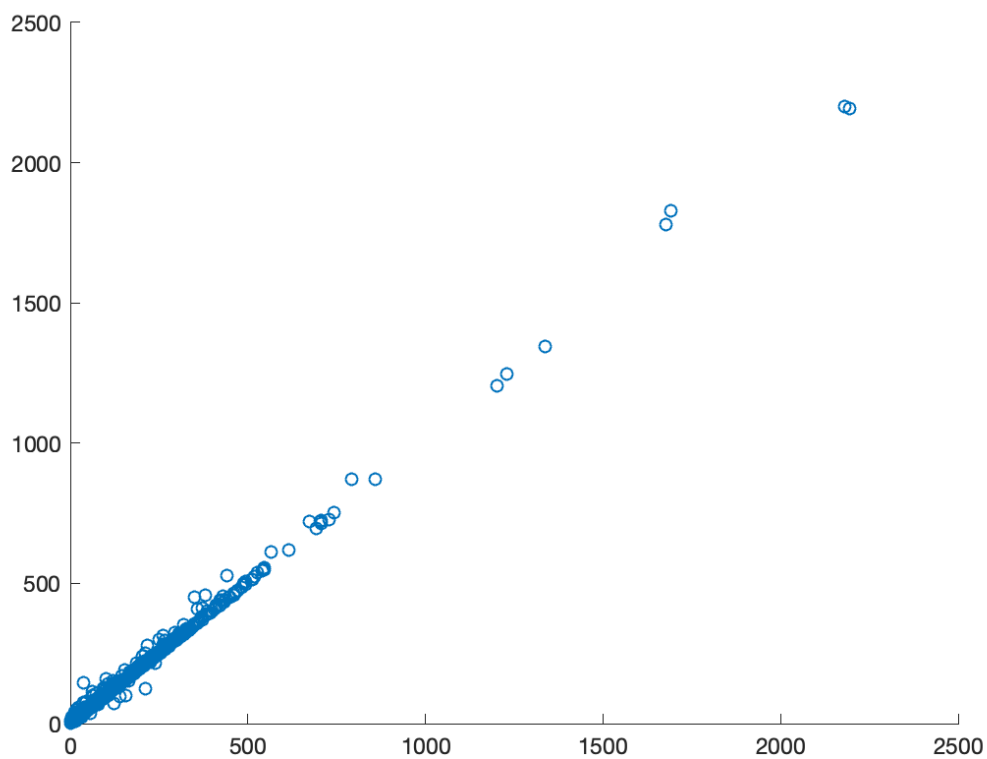

Supplementary Figure 3. The comparison results for the two methods to obtain subpopulation HiChIP profiles. The x-axis indicates the PCC for Poisson-based method and the y-axis indicates the deconvolution results for the simple method. Source data is available upon request.

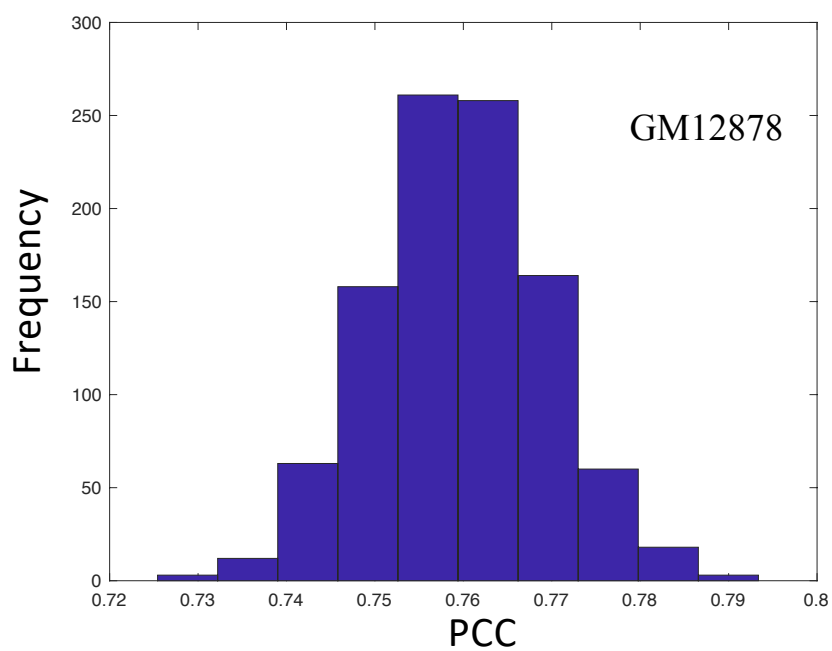

Supplementary Figure 4. The distribution of 1000 random HiChIP deconvolution results in GM12878. Source data is available upon request.

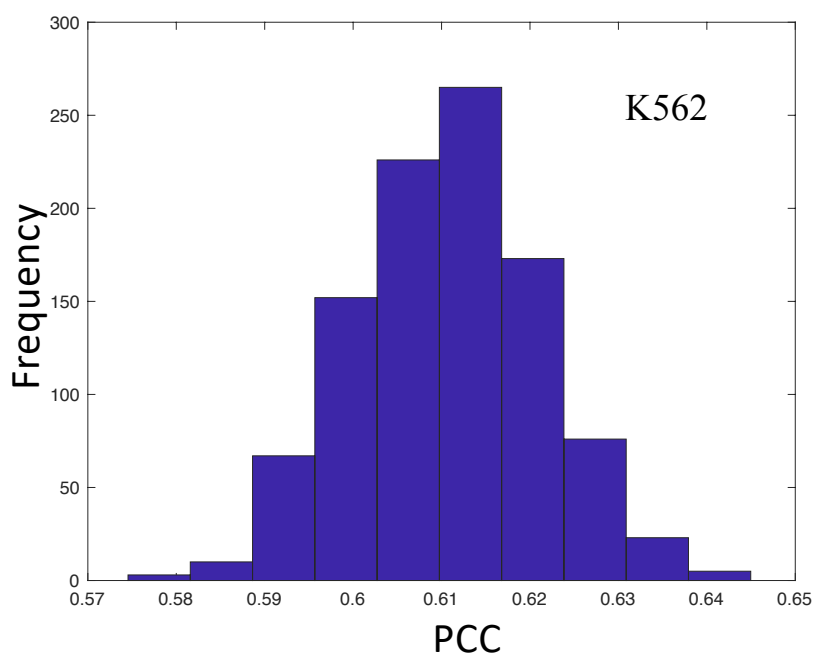

Supplementary Figure 5. The distribution of 1000 random HiChIP deconvolution results in K562. Source data is available upon request.

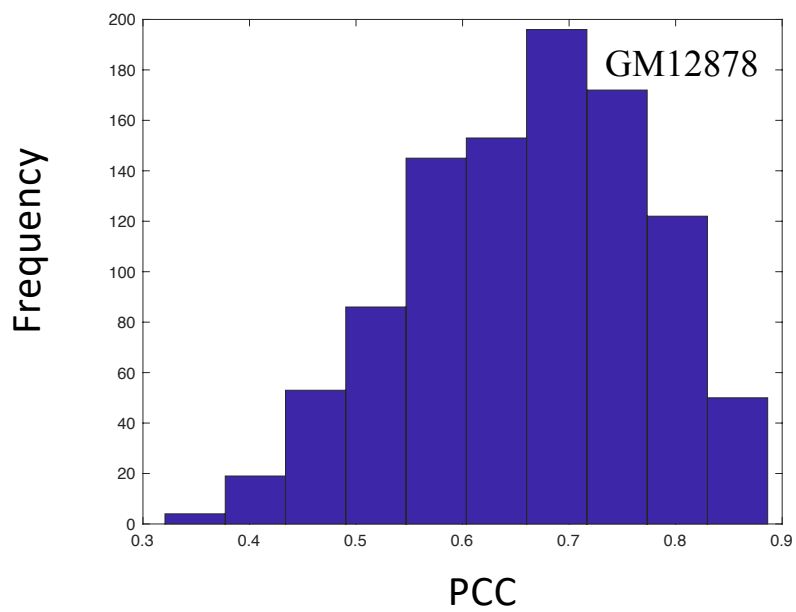

Supplementary Figure 6. The distribution of 1000 random RNA-seq deconvolution results in GM12878. Source data is available upon request.

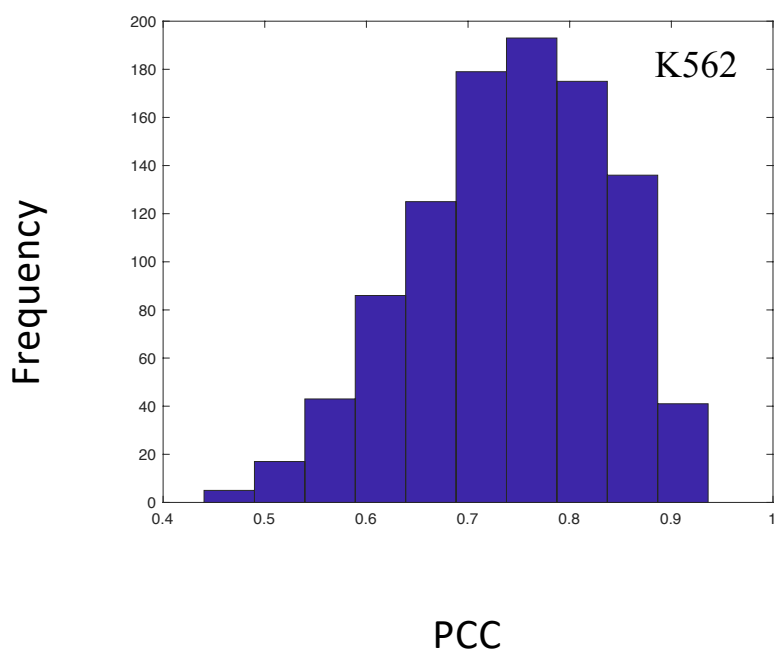

Supplementary Figure 7. The distribution of 1000 random RNA-seq deconvolution results in K562. Source data is available upon request.

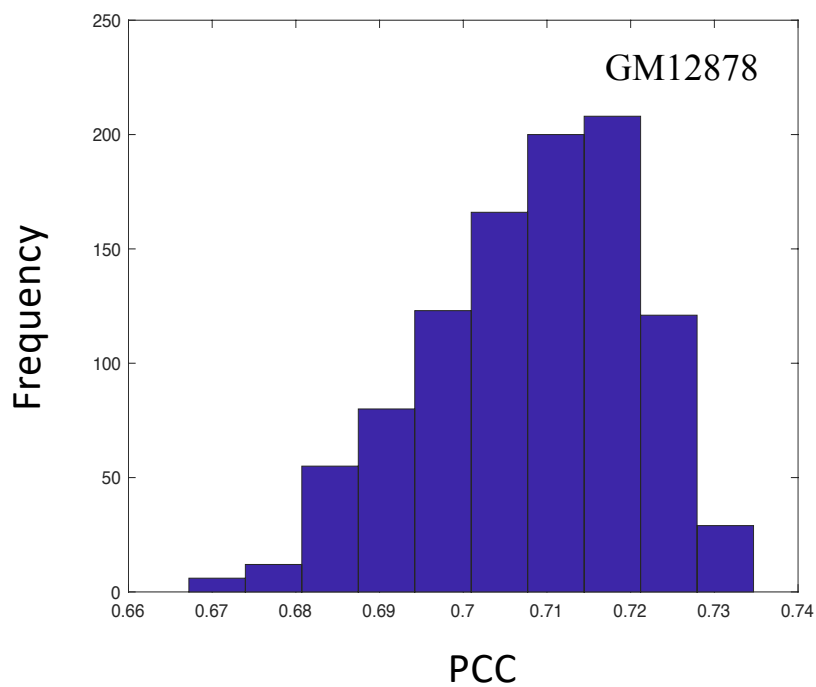

Supplementary Figure 8. The distribution of 1000 random ATAC-seq deconvolution results in GM12878. Source data is available upon request.

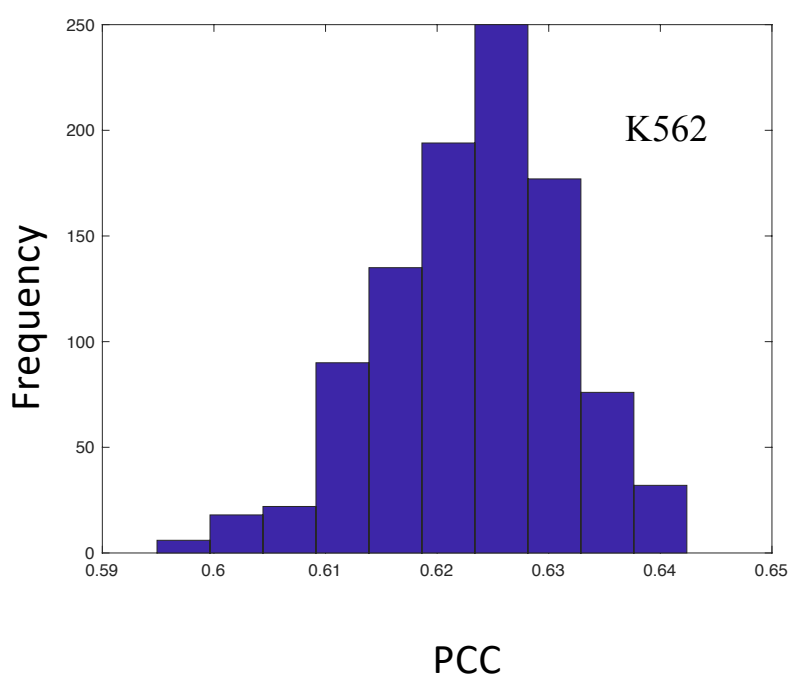

Supplementary Figure 9. The distribution of 1000 random ATAC-seq deconvolution results in K562. Source data is available upon request.

A

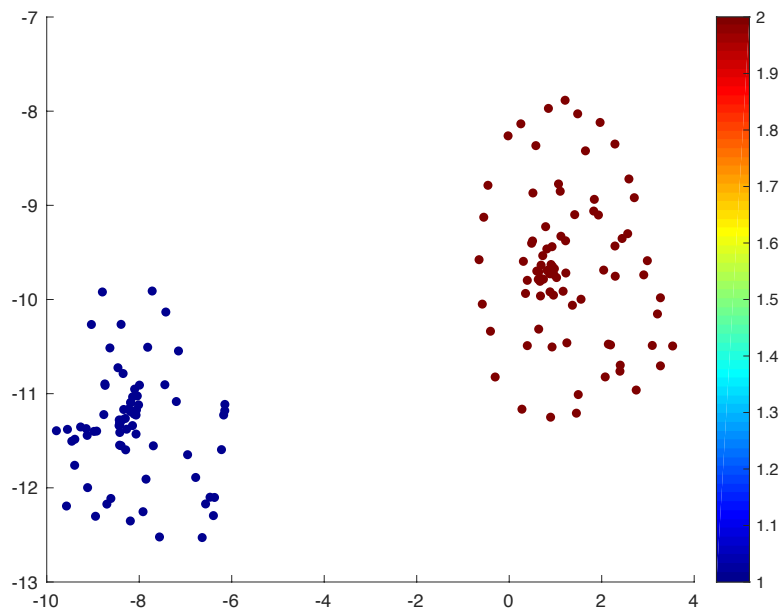

B

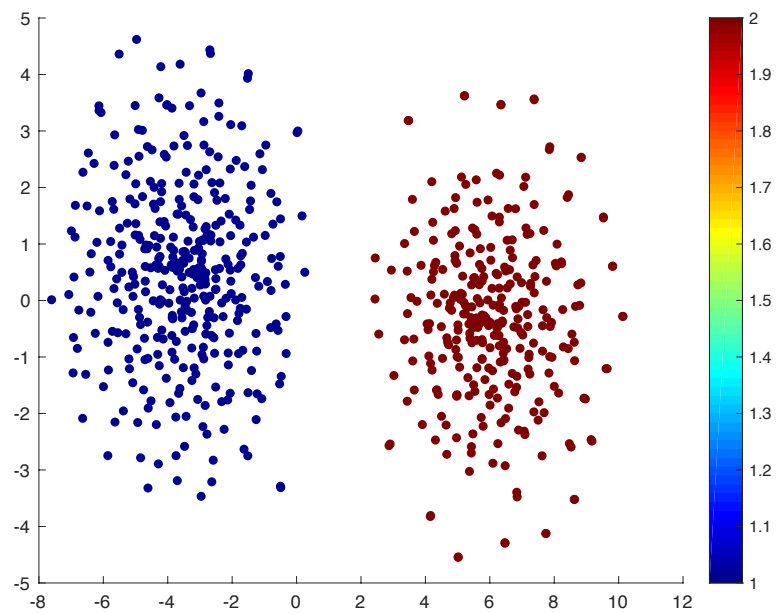

Supplementary Figure 10. The *t*-SNE plot for simulated GM12878 and K562 mixture for A) scRNA-seq, and B) scATAC-seq without dropout. The blue points are from GM12878 and the red points are from K562. Source data is available upon request.

A

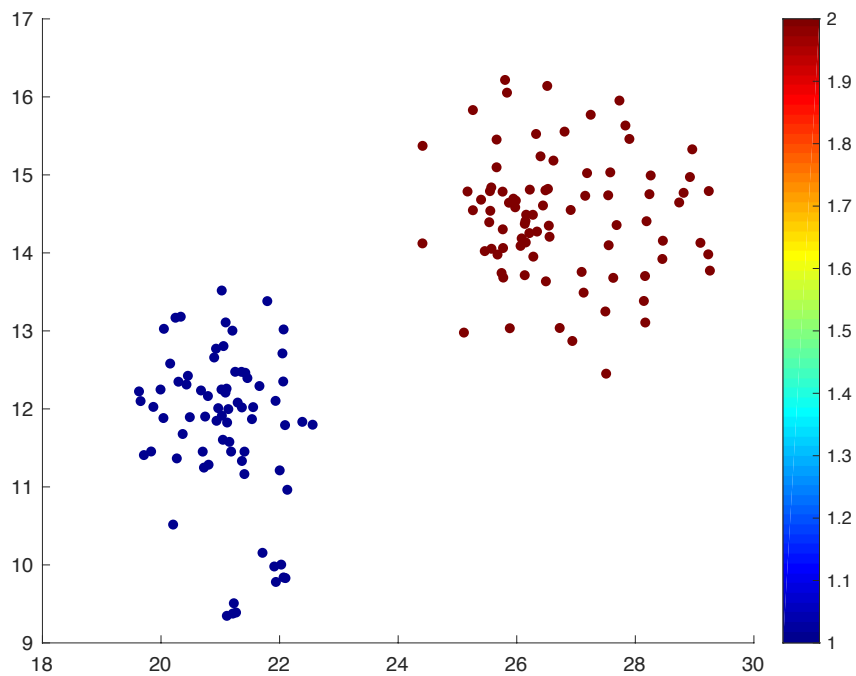

B

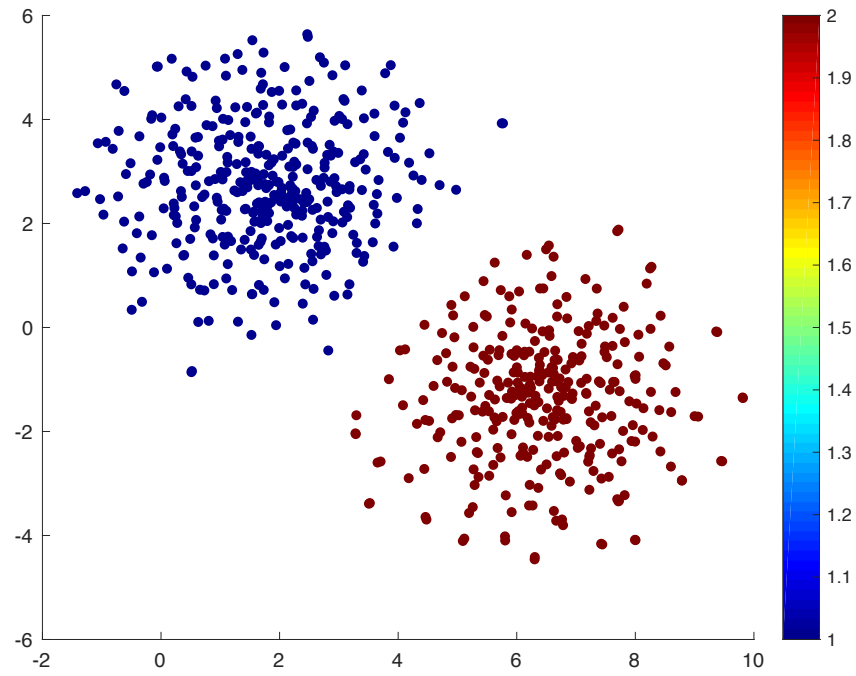

Supplementary Figure 11. The *t*-SNE plot for simulated GM12878 and K562 mixture for A) scRNA-seq, and B) scATAC-seq with 50% “site” level dropout. The blue points are from GM12878 and the red points are from K562. Source data is available upon request.

A

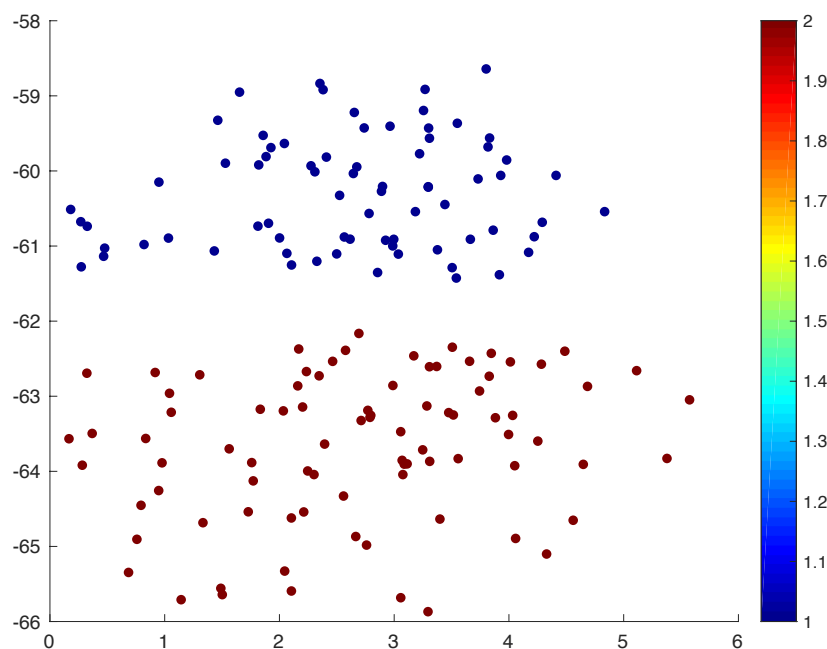

B

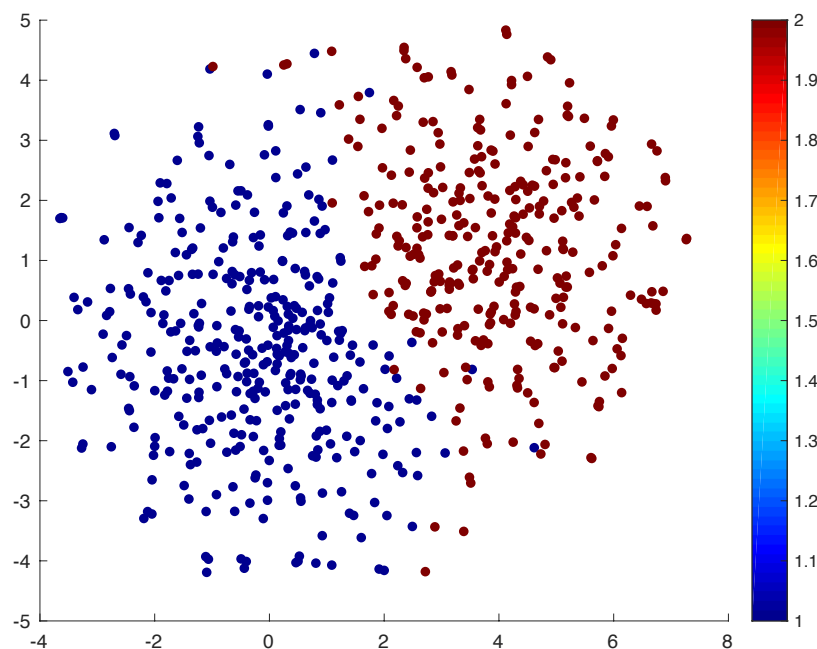

Supplementary Figure 12. The  $t$ -SNE plot for simulated GM12878 and K562 mixture for A) scRNA-seq, and B) scATAC-seq with 80% “site” level dropout. The blue points are from GM12878 and the red points are from K562. Source data is available upon request.

A

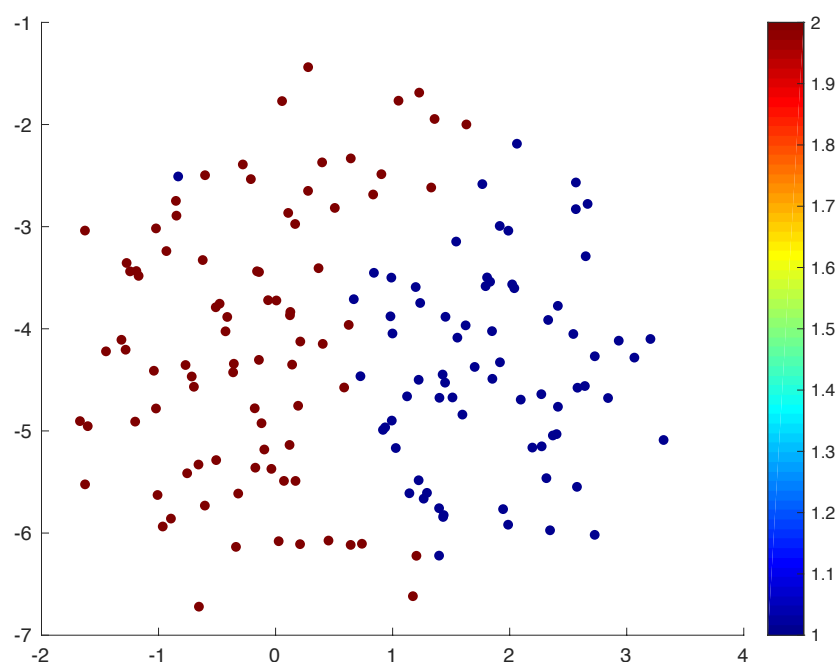

B

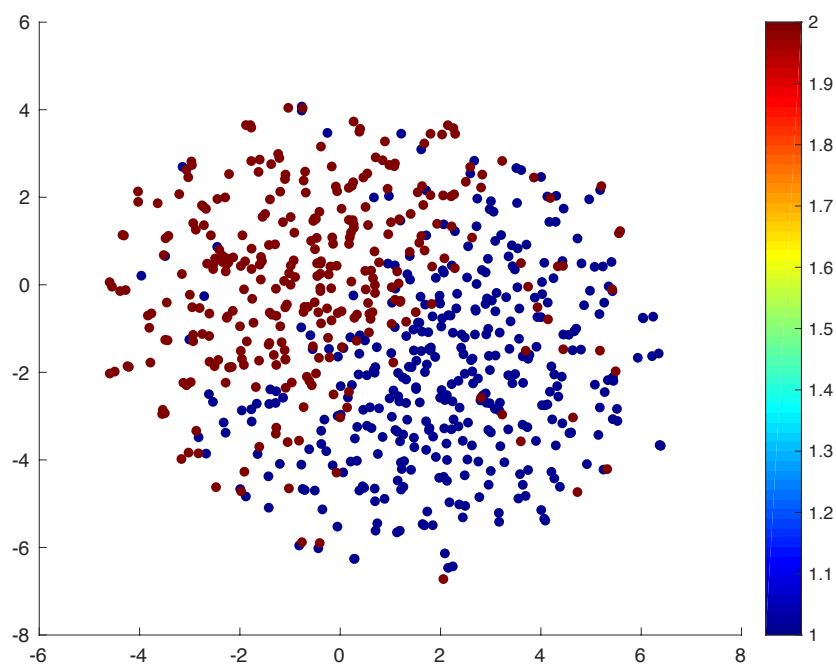

Supplementary Figure 13. The t-SNE plot for simulated GM12878 and K562 mixture for A) scRNA-seq, and B) scATAC-seq with 90% “site” level dropout. The blue points are from GM12878 and the red points are from K562. Source data is available upon request.

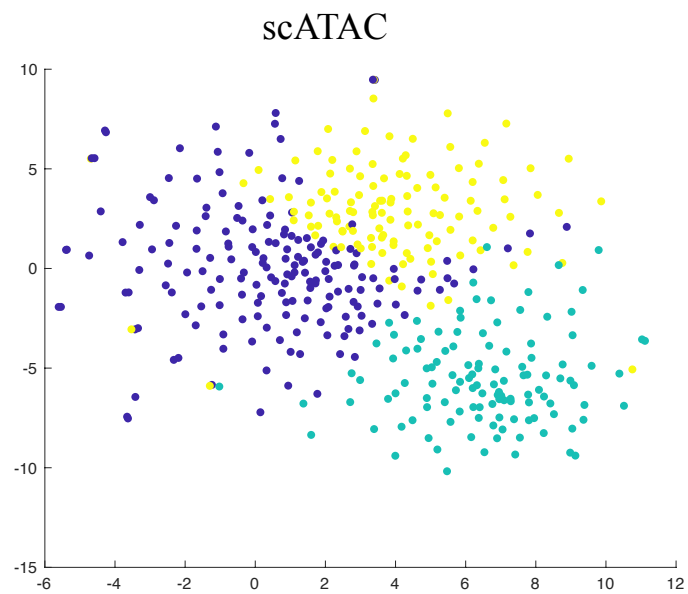

Supplementary Figure 14. The t-SNE plot for scATAC-seq clustering results in RA-day 4. Source data is available upon request.

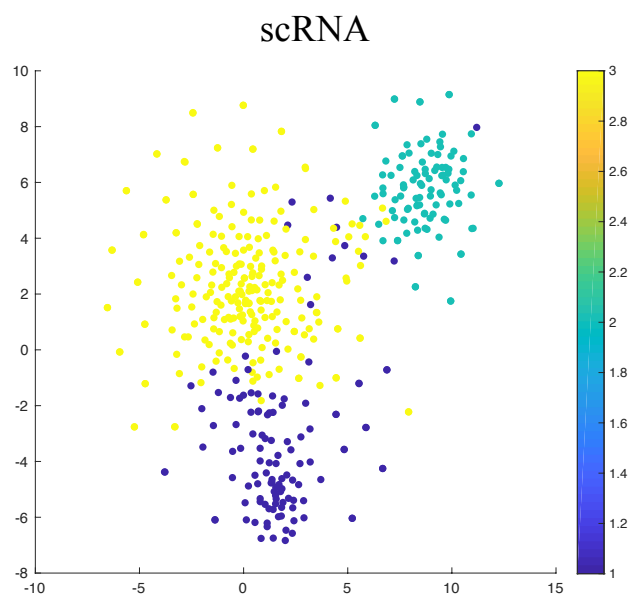

Supplementary Figure 15. The *t*-SNE plot for scRNA-seq clustering results in RA-day 4. Source data is available upon request.

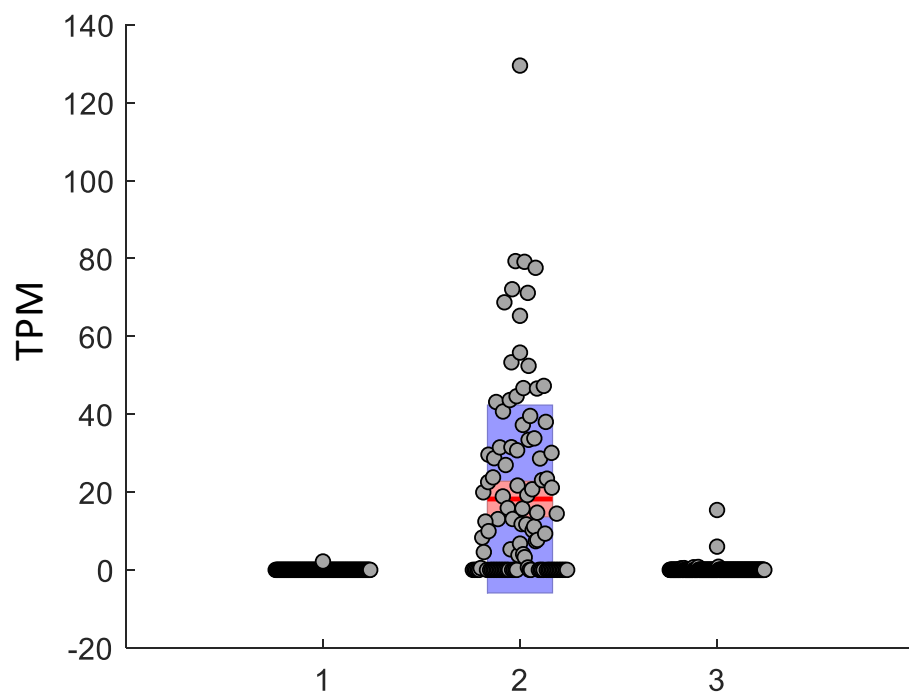

Supplementary Figure 16. CD38 expression level (TPM) in each cluster. We can see that CD38 mostly expressed in subpopulation 2 cells. Source data is available upon request.

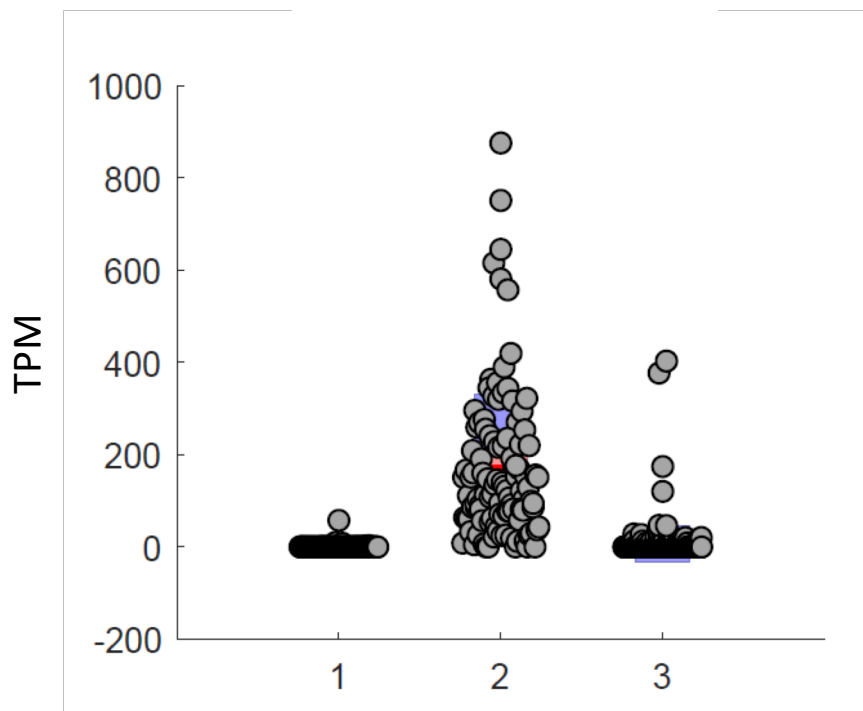

Supplementary Figure 17. EpCAM expression level (TPM) in each cluster. We can see that EpCAM mostly expressed in subpopulation 2 cells. Source data is available upon request.

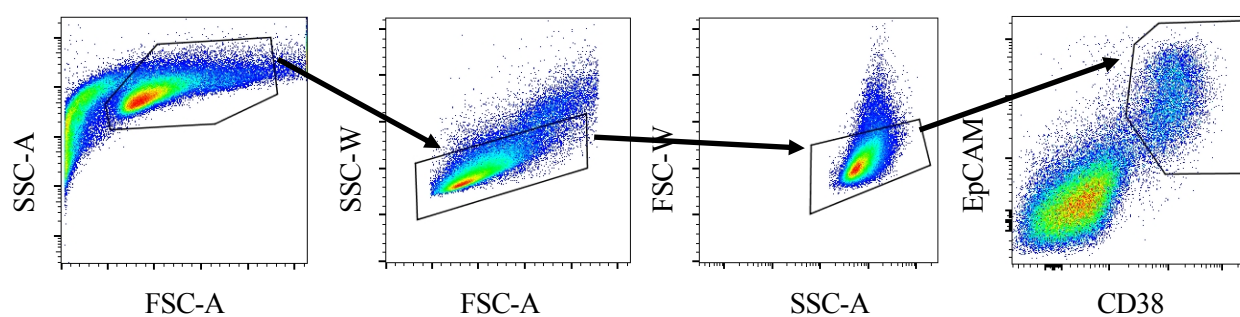

Supplementary Figure 18. Gating strategy to sort CD38 and EpCAM double positive cells from RA-day 4 sample for HiChIP experiment presented on Figure 2c.

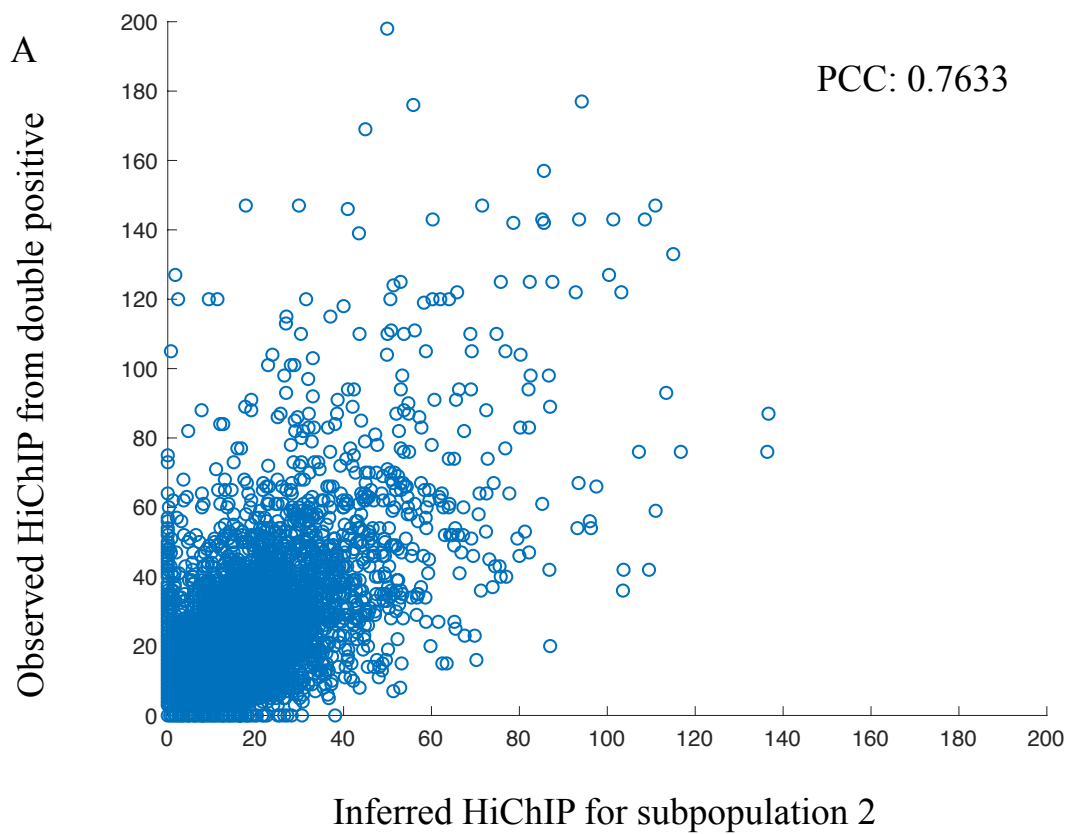

B

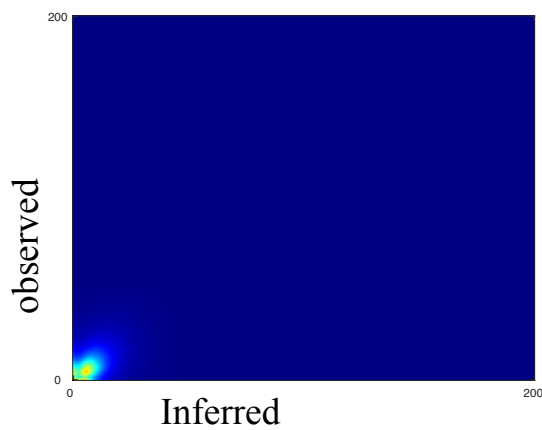

C

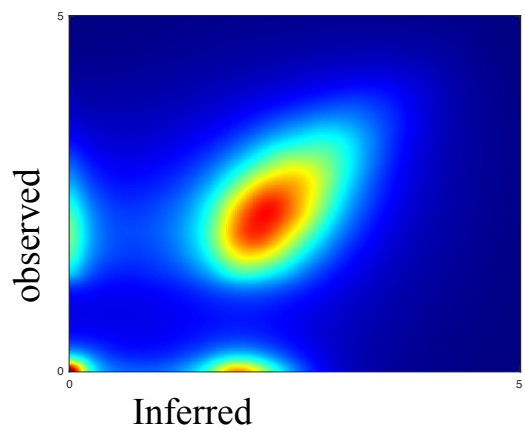

Supplementary Figure 19. A) Scatter plot between the HiChIP profile from EpCAM/CD38 double positive cells and the inferred HiChIP profile for population 2. The PCC is 0.7633. B) The contour plot of the original scatter plot. C) The contour plot of the log2 scale of the original scatter plot. Source data is available upon request.

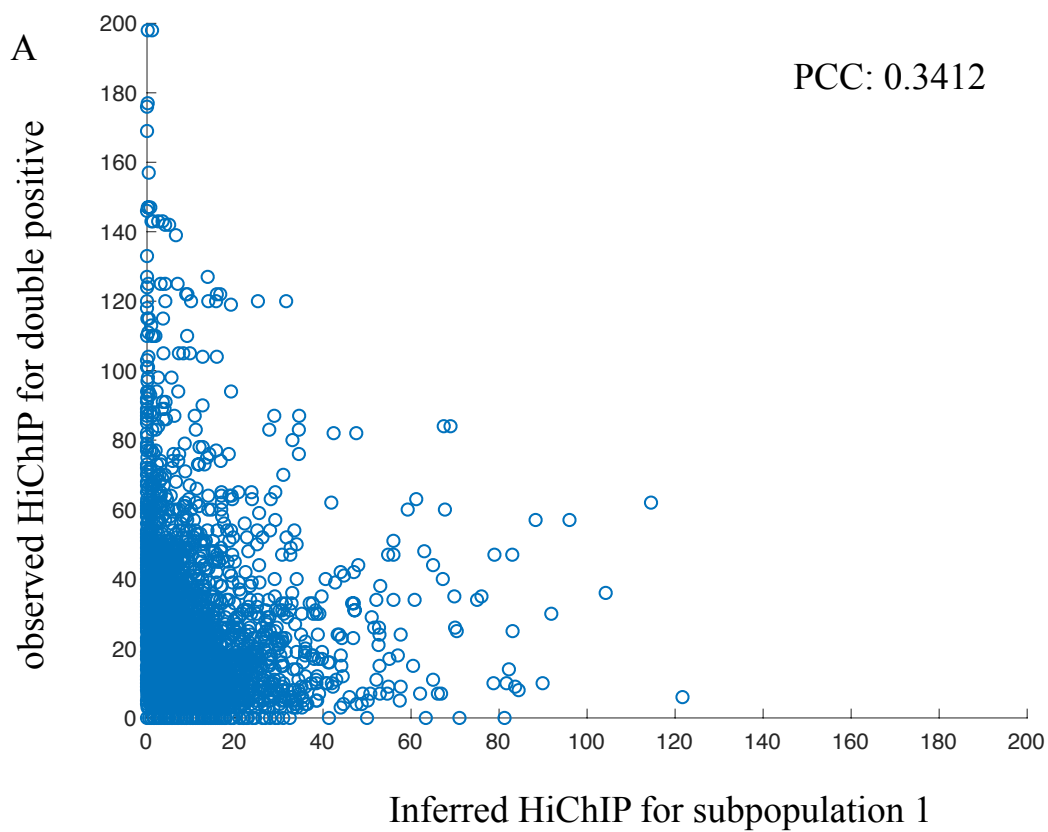

B

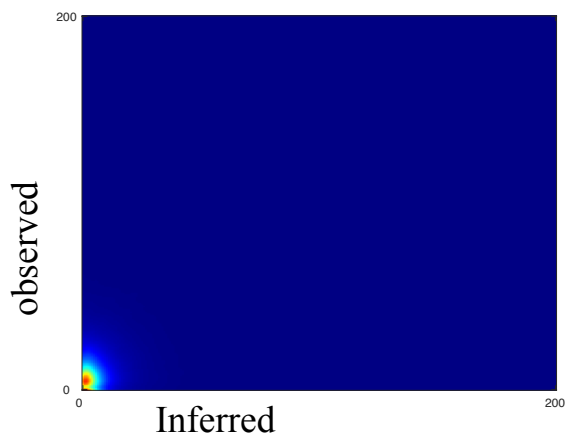

C

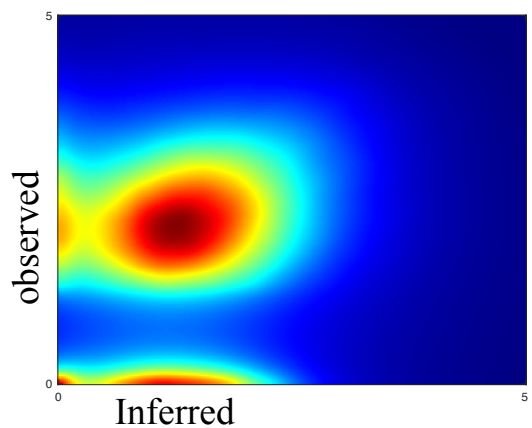

Supplementary Figure 20. A) Scatter plot between HiChIP profiles from EpCAM/CD38 double positive cells and the inferred HiChIP profile for subpopulation 1. The PCC is 0.3412. B) The contour plot of the original scatter plot. C) The contour plot of the log2 scale of the original scatter plot. Source data is available upon request.

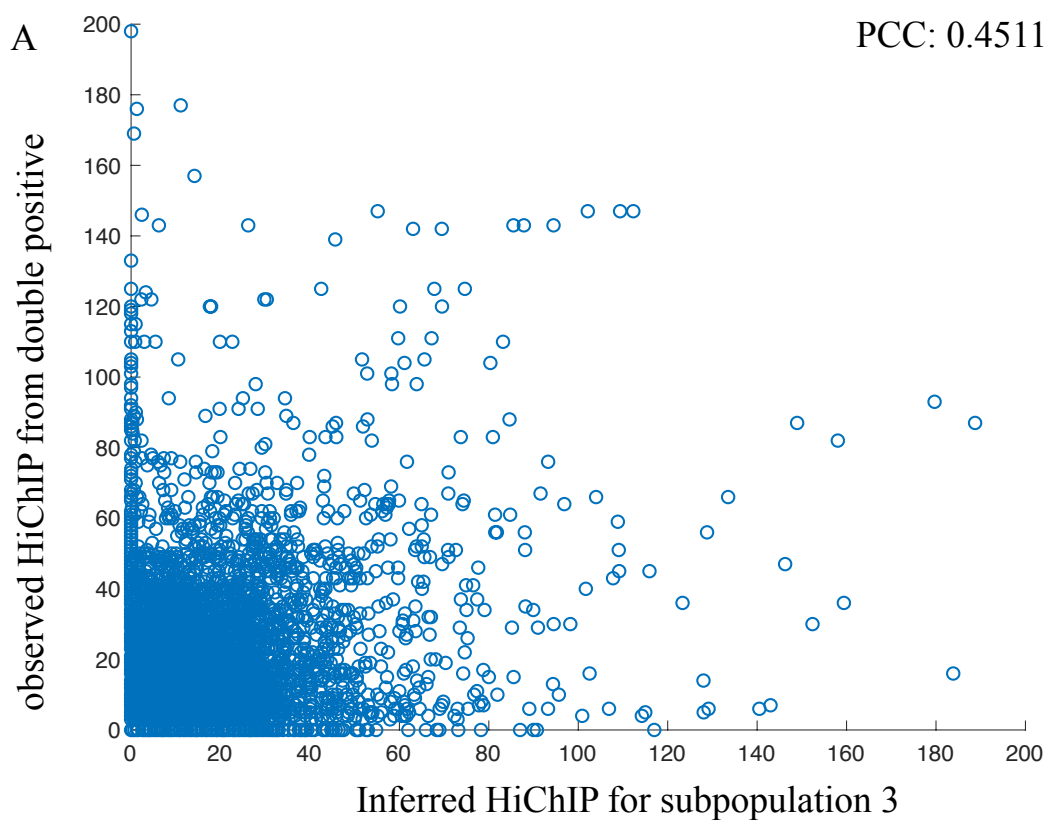

B

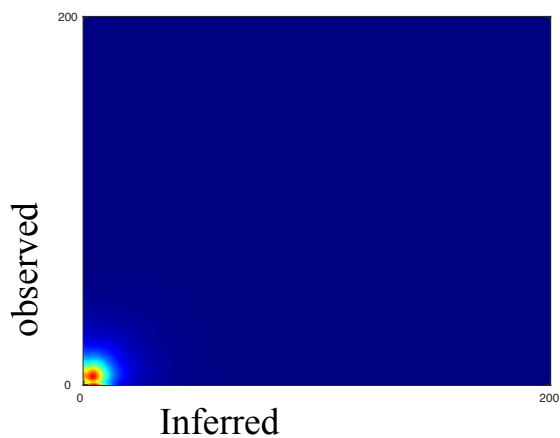

C

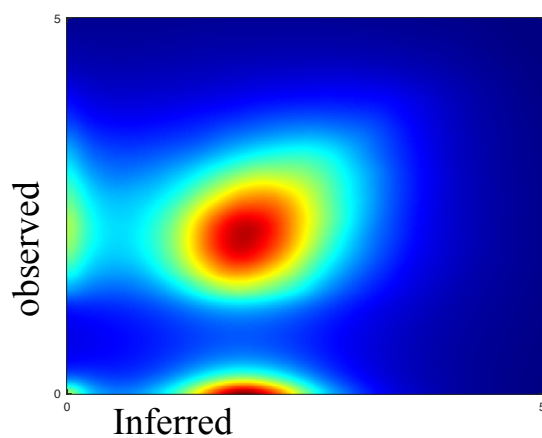

Supplementary Figure 21. A) Scatter plot between HiChIP profiles from observed cluster 2 and predicted cluster 3. The PCC is 0.4511. B) The contour plot of the original scatter plot. C) The contour plot of the log2 scale of the original scatter plot. Source data is available upon request.

scRNA-seq

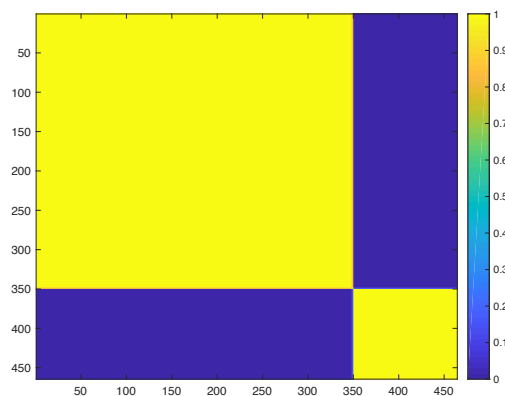

scATAC-seq

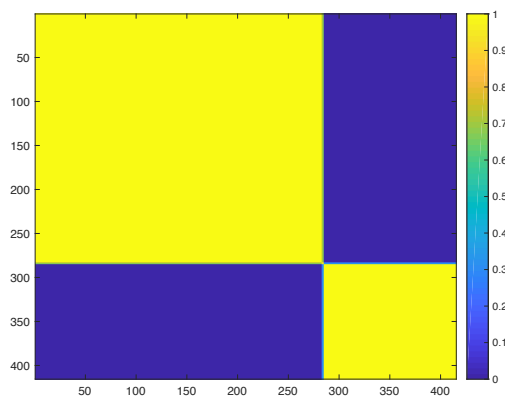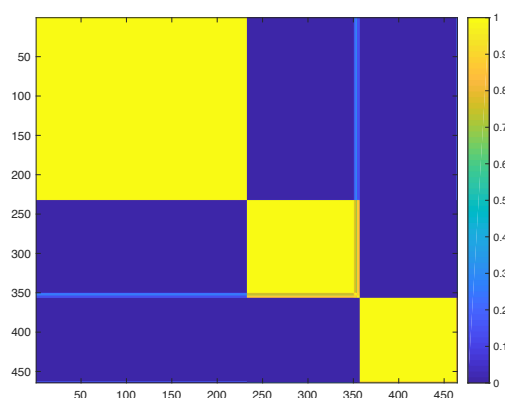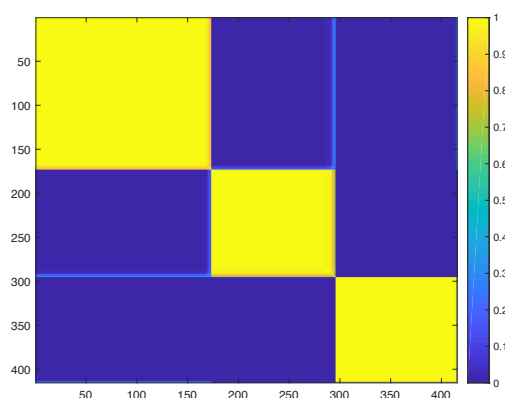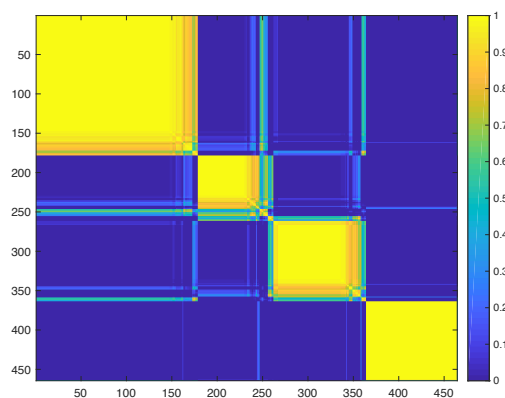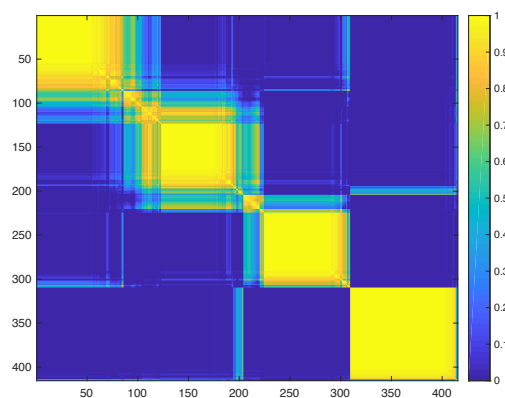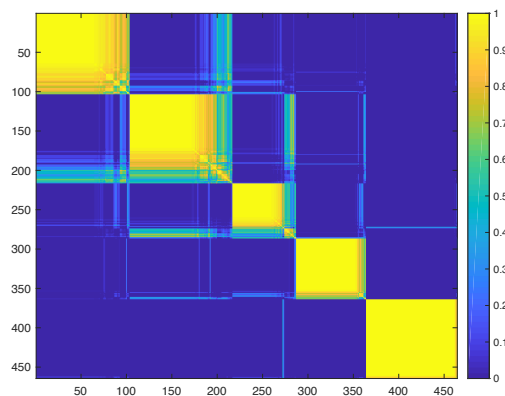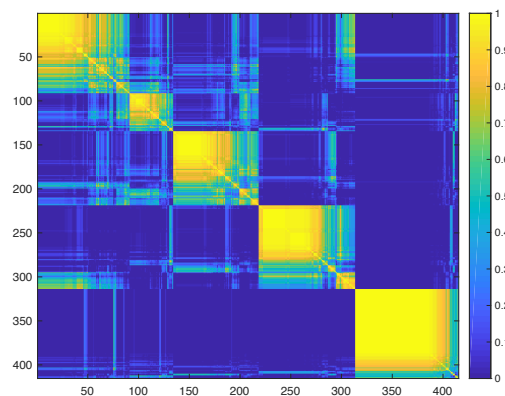

Supplementary Figure 22. Clustering stability of NF clustering in RA day 4 single cell data for  $k=2$  to 5. Samples are hierarchically clustered by using distances derived from consensus clustering matrix entries, colored from 0 (deep blue, samples are never in the same cluster) to 1 (dark yellow, samples are always in the same cluster). Source data is available upon request.

Supplementary Table 1. The deconvolution performance using W matrix and using mean singlecell profile (input: scRNA-seq, scATAC-seq and scHi-C).

| cell type | data type  | W matrix | mean singlecell profile |
|-----------|------------|----------|-------------------------|
| K562      | scRNA-seq  | 0.84     | 0.98                    |
|           | scATAC-seq | 0.82     | 0.98                    |
|           | scHi-C     | 0.87     | 0.92                    |
| GM12878   | scRNA-seq  | 0.86     | 0.99                    |
|           | scATAC-seq | 0.81     | 0.99                    |
|           | scHi-C     | 0.89     | 0.95                    |

Supplementary Table 2. The comparison results for the two methods for the estimation of subpopulation profiles for bulk data type in terms of PCC and time complexity.

| Methods              | Dropout rates | PCC for GM12878 | PCC for K562 | time       |
|----------------------|---------------|-----------------|--------------|------------|
| Simple method        | 0             | 0.9462          | 0.8562       | ~ 3 mins   |
|                      | 50%           | 0.9201          | 0.8502       | ~ 3 mins   |
|                      | 80%           | 0.8923          | 0.8157       | ~ 3 mins   |
|                      | 90%           | 0.8874          | 0.7701       | ~ 3 mins   |
| Poisson-based method | 0             | 0.9503          | 0.8603       | ~ 24 hours |
|                      | 50%           | 0.9277          | 0.8547       | ~ 24 hours |
|                      | 80%           | 0.8994          | 0.8160       | ~ 24 hours |
|                      | 90%           | 0.8860          | 0.7821       | ~ 24 hours |

Supplementary Table 3. The deconvolution performance of DC3 with different input combinations under 50% dropout rate.

| Input combinations                  | HiChIP      |             | RNA-seq     |             | ATAC-seq    |             |
|-------------------------------------|-------------|-------------|-------------|-------------|-------------|-------------|
|                                     | K562        | GM12878     | K562        | GM12878     | K562        | GM12878     |
| scRNA-seq, scATAC-seq and scHi-C    | 0.88 ± 0.01 | 0.91 ± 0.01 | 0.97 ± 0.02 | 0.93 ± 0.02 | 0.95 ± 0.03 | 0.97 ± 0.01 |
| scRNA-seq, scATAC-seq and bulk Hi-C | 0.85 ± 0.00 | 0.92 ± 0.00 | 0.96 ± 0.02 | 0.93 ± 0.01 | 0.95 ± 0.05 | 0.97 ± 0.02 |
| scRNA-seq, bulk ATAC-seq, bulk Hi-C | 0.75 ± 0.07 | 0.84 ± 0.08 | 0.90 ± 0.02 | 0.91 ± 0.07 | 0.82 ± 0.05 | 0.82 ± 0.05 |
| bulk RNA-seq, scATAC-seq, bulk Hi-C | 0.70 ± 0.08 | 0.80 ± 0.05 | 0.82 ± 0.05 | 0.84 ± 0.06 | 0.85 ± 0.01 | 0.84 ± 0.08 |
| random deconvolution                | 0.61 ± 0.12 | 0.76 ± 0.10 | 0.76 ± 0.11 | 0.74 ± 0.08 | 0.62 ± 0.12 | 0.71 ± 0.08 |

Supplementary Table 4. The deconvolution performance of DC3 with different input combinations under 80% dropout rate.

| Input combinations                  | HiChIP      |             | RNA-seq     |             | ATAC-seq    |             |
|-------------------------------------|-------------|-------------|-------------|-------------|-------------|-------------|
|                                     | K562        | GM12878     | K562        | GM12878     | K562        | GM12878     |
| scRNA-seq, scATAC-seq and scHi-C    | 0.86 ± 0.02 | 0.89 ± 0.01 | 0.93 ± 0.04 | 0.91 ± 0.01 | 0.90 ± 0.05 | 0.89 ± 0.07 |
| scRNA-seq, scATAC-seq and bulk Hi-C | 0.82 ± 0.00 | 0.90 ± 0.00 | 0.91 ± 0.05 | 0.90 ± 0.02 | 0.90 ± 0.05 | 0.89 ± 0.05 |
| scRNA-seq, bulk ATAC-seq, bulk Hi-C | 0.70 ± 0.10 | 0.84 ± 0.09 | 0.82 ± 0.08 | 0.86 ± 0.09 | 0.79 ± 0.09 | 0.79 ± 0.09 |
| bulk RNA-seq, scATAC-seq, bulk Hi-C | 0.63 ± 0.11 | 0.74 ± 0.10 | 0.79 ± 0.09 | 0.84 ± 0.10 | 0.78 ± 0.11 | 0.79 ± 0.08 |
| random deconvolution                | 0.61 ± 0.12 | 0.76 ± 0.10 | 0.76 ± 0.11 | 0.74 ± 0.08 | 0.62 ± 0.12 | 0.71 ± 0.08 |

Supplementary Table 5. The deconvolution performance of DC3 with different input combinations under 90% dropout rate.

| Input combinations                  | HiChIP      |             | RNA-seq     |             | ATAC-seq    |             |
|-------------------------------------|-------------|-------------|-------------|-------------|-------------|-------------|
|                                     | K562        | GM12878     | K562        | GM12878     | K562        | GM12878     |
| scRNA-seq, scATAC-seq and scHi-C    | 0.80 ± 0.03 | 0.78 ± 0.02 | 0.90 ± 0.07 | 0.86 ± 0.01 | 0.80 ± 0.14 | 0.80 ± 0.10 |
| scRNA-seq, scATAC-seq and bulk Hi-C | 0.77 ± 0.01 | 0.89 ± 0.01 | 0.89 ± 0.06 | 0.85 ± 0.02 | 0.79 ± 0.10 | 0.81 ± 0.08 |
| scRNA-seq, bulk ATAC-seq, bulk Hi-C | 0.67 ± 0.11 | 0.77 ± 0.10 | 0.76 ± 0.15 | 0.79 ± 0.05 | 0.70 ± 0.11 | 0.70 ± 0.11 |
| bulk RNA-seq, scATAC-seq, bulk Hi-C | 0.59 ± 0.09 | 0.65 ± 0.11 | 0.70 ± 0.11 | 0.80 ± 0.09 | 0.69 ± 0.11 | 0.68 ± 0.15 |
| random deconvolution                | 0.61 ± 0.12 | 0.76 ± 0.10 | 0.76 ± 0.11 | 0.74 ± 0.08 | 0.62 ± 0.12 | 0.71 ± 0.08 |

Supplementary Table 6. The clustering results of DC3.

| Methods   | Dropout rates | Error rates | sd         |
|-----------|---------------|-------------|------------|
| DC3       | 0             | 0           | 0          |
| DC3       | 50%           | 0           | 0          |
| DC3       | 80%           | 0.00354191  | 0.00135301 |
| DC3       | 90%           | 0.0377804   | 0.0126026  |
| coupleNMF | 0             | 0           | 0          |
| coupleNMF | 50%           | 0.00354191  | 0.00025171 |
| coupleNMF | 80%           | 0.01416765  | 0.00368583 |
| coupleNMF | 90%           | 0.17119244  | 0.04732597 |
| NMF       | 0             | 0           | 0          |
| NMF       | 50%           | 0.00590319  | 0.00084345 |
| NMF       | 80%           | 0.02361275  | 0.00635407 |
| NMF       | 90%           | 0.3364817   | 0.10871913 |

Supplimentary Table 7. The mean performance of DC3 under different dropout rate (50 runs). Same scRNA-seq, same scATAC-seq, random HiChIP.

| Dropout rate                              | 0%        | 50%        | 80%        | 90%        |
|-------------------------------------------|-----------|------------|------------|------------|
| joint clustering performance (error rate) | 0.001/892 | 160.44/892 | 170.60/892 | 296.98/892 |

Supplementary Table 8. The mean performance of DC3 under different dropout rate (50 runs). Same scRNA-seq, random scATAC-seq, same HiChIP.

| Dropout rate                                      | 0%       | 50%      | 80%      | 90%      |
|---------------------------------------------------|----------|----------|----------|----------|
| clustering performance for scRNA-seq (error rate) | 0.02/146 | 0.20/146 | 5.34/146 | 9.55/146 |
| deconvolution performance for GM1278 (PCC)        | 0.8      | 0.79     | 0.77     | 0.77     |
| deconvolution performance for K562 (PCC)          | 0.71     | 0.7      | 0.66     | 0.65     |

Supplementary Table 9. The mean performance of DC3 under different dropout rate (50 runs). random scRNA-seq, same scATAC-seq, same HiChIP.

| Dropout rate                                       | 0%       | 50%       | 80%        | 90%        |
|----------------------------------------------------|----------|-----------|------------|------------|
| clustering performance for scATAC-seq (error rate) | 1.52/746 | 16.22/746 | 248.81/746 | 388.85/746 |
| deconvolution performance for GM1278 (PCC)         | 0.74     | 0.71      | 0.68       | 0.68       |
| deconvolution performance for K562 (PCC)           | 0.63     | 0.63      | 0.59       | 0.5        |

Supplementary Table 10. The key regulators for subpopulations 1.

Supplementary Table 11. The key regulators for subpopulations 2.

| TFName  | Expression  | Expression Fold Change | Expression p-value | Motif enrichment p-value | Motif enrichment Fold Change | Score        |
|---------|-------------|------------------------|--------------------|--------------------------|------------------------------|--------------|
| Gata4   | 51.62684755 | 46.15681244            | 4.21E-107          | 1.76E-299                | 3.0541                       | 7971.847338  |
| Sox17   | 67.60876802 | 53.40043411            | 2.15E-105          | 1.76E-299                | 1.6833                       | 7305.271451  |
| Foxa2   | 56.5700441  | 46.83487758            | 3.76E-74           | 1.76E-299                | 1.999                        | 6692.452527  |
| Elf3    | 45.24846766 | 84.69655642            | 2.75E-59           | 3.56E-73                 | 1.6458                       | 5115.613519  |
| Hnf1b   | 20.69603134 | 28.75019669            | 7.00E-41           | 1.02E-212                | 6.2308                       | 4638.667878  |
| Gata6   | 29.09774817 | 25.49988696            | 2.16E-63           | 1.76E-299                | 3.0541                       | 3783.202109  |
| Atf3    | 150.2371675 | 23.18363752            | 2.62E-40           | 7.55E-180                | 1.9623                       | 3147.151224  |
| Klf5    | 27.3357004  | 26.86994132            | 4.35E-72           | 1.43E-289                | 1.5454                       | 2738.895479  |
| Sox7    | 31.67304129 | 23.14706544            | 7.61E-29           | 1.76E-299                | 1.6833                       | 2610.990511  |
| Isx     | 28.92232062 | 52.81972415            | 7.07E-32           | 3.25E-70                 | 1.4016                       | 2555.869278  |
| Klf4    | 21.55475825 | 25.17495938            | 2.05E-68           | 1.43E-289                | 1.5454                       | 2391.031352  |
| Klf6    | 103.9438168 | 9.555359518            | 8.43E-42           | 1.43E-289                | 1.5454                       | 1355.333974  |
| Fos     | 104.7651902 | 6.752800964            | 2.41E-08           | 9.00E-201                | 2.1474                       | 941.1944805  |
| Pitx1   | 15.93368319 | 21.46867344            | 9.98E-23           | 3.25E-70                 | 1.4016                       | 864.8221194  |
| Nfe2l2  | 77.37700837 | 6.574314264            | 6.98E-24           | 5.16E-105                | 3.8824                       | 832.395209   |
| Jun     | 34.64430693 | 6.387583101            | 2.32E-34           | 9.49E-206                | 2.2929                       | 714.0185519  |
| Junb    | 29.42674871 | 6.129797221            | 2.95E-23           | 9.49E-206                | 2.2929                       | 654.8563672  |
| Zfp42   | 29.15398999 | 26.4514452             | 1.64E-40           | 1.72E-22                 | 1.1022                       | 636.6817925  |
| Creb3   | 246.7312027 | 7.293102748            | 2.52E-36           | 2.17E-33                 | 2.2951                       | 502.1807704  |
| Tcf7l2  | 30.40657136 | 4.454083406            | 8.20E-22           | 7.09E-173                | 2.1912                       | 430.1995642  |
| Msx2    | 19.76117154 | 15.02876631            | 1.56E-23           | 2.26E-35                 | 1.2184                       | 427.2740597  |
| Creb3l1 | 33.48003282 | 17.06559622            | 2.09E-36           | 1.57E-15                 | 1.3333                       | 387.24440095 |
| Xbp1    | 257.7422433 | 5.195473191            | 2.32E-29           | 2.09E-31                 | 2.1912                       | 341.4424258  |
| Bhlhe40 | 49.67815137 | 7.806047791            | 4.93E-29           | 1.87E-27                 | 1.521                        | 281.8739294  |
| Elf1    | 17.20990804 | 5.56096756             | 9.31E-27           | 4.33E-88                 | 1.5092                       | 267.3343758  |
| Pitx2   | 10.62115564 | 6.681221746            | 2.43E-16           | 3.25E-70                 | 1.4016                       | 233.3268367  |
| Creb3l2 | 11.8606878  | 13.99470169            | 2.66E-57           | 1.57E-15                 | 1.3333                       | 229.101348   |
| Jund    | 45.00922717 | 1.592351906            | 7.18E-06           | 1.21E-233                | 2.777                        | 223.7018887  |
| Hes1    | 100.1546504 | 8.472937963            | 3.14E-30           | 1.49E-10                 | 1.1546                       | 190.0880582  |
| Atf1    | 16.51965151 | 3.251551155            | 1.13E-09           | 5.32E-107                | 1.6485                       | 177.7845326  |
| Egr1    | 18.84298041 | 3.060581175            | 1.00E-07           | 2.74E-45                 | 1.3091                       | 100.7640357  |
| Mlx     | 53.2332989  | 2.27188497             | 2.05E-06           | 2.04E-30                 | 1.8699                       | 97.52325543  |
| Hoxa1   | 29.3321636  | 1.442634589            | 1.58E-04           | 3.77E-87                 | 1.3166                       | 75.75451045  |
| Rela    | 21.3622289  | 2.652781039            | 7.06E-10           | 1.77E-23                 | 1.2101                       | 62.3998679   |
| E2f4    | 65.39594062 | 1.409091009            | 2.76E-05           | 1.82E-26                 | 1.2769                       | 48.89750491  |
| Irf9    | 10.01080422 | 2.986464059            | 1.22E-11           | 1.42E-08                 | 1.5                          | 35.46472561  |
| Nr1h2   | 26.22265568 | 1.538234417            | 5.52E-05           | 1.61E-17                 | 1.1538                       | 32.27468878  |
| Irf3    | 20.51869817 | 2.359724001            | 1.64E-07           | 1.37E-07                 | 1.2105                       | 30.11519749  |
| Smad2   | 62.93923311 | 1.68066331             | 6.91E-05           | 1.42E-08                 | 1.086                        | 29.43464737  |
| Bbx     | 13.94321532 | 3.030603034            | 1.11E-17           | 1.24E-04                 | 1.2123                       | 25.73561605  |
| Tgif2   | 14.36986273 | 1.821105061            | 2.19E-05           | 1.51E-12                 | 1.0726                       | 25.5614888   |
| Zfx     | 11.71761242 | 1.763256711            | 1.45E-07           | 0.000123592              | 1.078                        | 13.27766322  |

Supplementary Table 12. The key regulators for subpopulations 3.

Supplementary Table 13. Selecting tuning parameters  $\mu_1$  and  $\mu_2$ . The values represent the sum connectivity of  $K$  subpopulation-specific subnetworks.

|         |        | $10^0$ | $10^1$ | $\mu_1$<br>$10^2$ | $10^3$ | $10^4$ |
|---------|--------|--------|--------|-------------------|--------|--------|
| $\mu_2$ | $10^0$ | 1.7487 | 1.7444 | 1.8129            | 1.8001 | 1.8403 |
|         | $10^1$ | 1.8026 | 1.7474 | 1.8232            | 1.8295 | 1.8422 |
|         | $10^2$ | 1.8748 | 1.8451 | 1.8350            | 1.8433 | 1.8557 |
|         | $10^3$ | 1.8933 | 1.8800 | 1.9190            | 1.9317 | 1.8795 |
|         | $10^4$ | 1.9099 | 1.8996 | 1.9190            | 1.9321 | 1.9333 |

# Supplementary material for: DC3 is a method for deconvolution and coupled clustering from bulk and single-cell genomics data
**Source:** Nat Commun. 2019 Oct 10;10:4613. doi: 10.1038/s41467-019-12547-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection: MAC2 2.1.1.20160309, HiC-pro 2.10.0, hicchipper 0.7.0, bowtie2-2.3.4.1-linux-x86\_64, STAR/2.5.4b

Data analysis: We use DC3 to analyze the data <https://github.com/SUwonglab/DC3>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Figure 2, Figure 3, Figure4. The datasets generated during and analysed during the current study are available in (GEO GSE127807).

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For RA-day4 HiChIP analysis, we did HiChIP on every one million cells and used total approximately 17 million cells. This number is enough for HiChIP based on the protocol developed by Mumbach et al. For validation, we use only 5 million cells since it is used for validate one subpopulation. |
| Data exclusions | We excluded 5 million cells for RA-day4 HiChIP that did not pass data quality filter.                                                                                                                                                                                                                |
| Replication     | There are total 12 replicates for bulk HiChIP data and there are total 5 replicates for cluster validation.                                                                                                                                                                                          |
| Randomization   | No randomization for our experiment.                                                                                                                                                                                                                                                                 |
| Blinding        | No blinding is necessary for our experiment since we did not compare two different groups.                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | EpCAM, CD38                                                                                                                                                                                                                                      |
| Validation      | Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                           |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | State the source of each cell line used.                                                                                                                                                                                  |
| Authentication                                                       | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.                                                                                            |
| Mycoplasma contamination                                             | Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mouse embryonic stem cells were differentiated in the presence of retinoic acid for 4 days. The single cells were obtained after trypsinization. After wash, the cells were incubated with PE-Cy7-labelled EpCAM and PE-labelled CD38 for 30 min on ice. The double positive cells for downstream HiChIP analysis were sorted using FACS.                                                                   |
| Instrument                | BD Aria II                                                                                                                                                                                                                                                                                                                                                                                                  |
| Software                  | Flowjo                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | Five independent sorting experiments were performed in this study. For each experiment, approximately 700,000 double positive cells were collected.                                                                                                                                                                                                                                                         |
| Gating strategy           | The first step is to use forward and side scatter gating to distinguish populations of cells and to eliminate any debris, dead cells and clumps or doublets. The second step in gating is to gate double-positive cells using a bivariate histogram, which divides the plots in four quadrants for the four possible combinations: double negative, single positive for each antibody, and double positive. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

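H3K27ac HiChIP was analysed in 12 bulk libraries and 5 libraries of EpCAM/CD38 double positive cells, all from EBs at RA-day 4. The authors aligned the reads to mm9 with HiC-Pro 2.10.0 and called peaks and loops with hichipper 0.7.0. The deposited values are counts: the number of read pairs joining each pair of anchors, without normalization. Only loops with a read pair are listed, and the anchors that bulk and double positive loops use differ in number. Read filtering, alignment and peak calling are already in these values and were not repeated. The paper's text does not name the samples whose peaks gave each anchor set.

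Overlapping anchors of the 17 libraries were joined into 216081 anchors, and loops were put on them, giving 1211657 loops; 700 read pairs whose anchors were joined into one were dropped. All anchor edges lay at the GATC sites of the mm9 reference, against 1.69% of its positions, and no anchor passed the end of a chromosome. Read pairs were also summed per anchor and per protein-coding gene, taking loops with an anchor within 5 kb of a start site (TSS). Of 22367 such genes, 19244 had an anchor in this window.

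Loops, anchors and genes with at least 20 read pairs over the libraries and a read pair in at least 5 libraries were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, adjusted p under 0.05). Normalized counts are CPM. Library measures, PCA and correlations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, on log2(CPM + 1) values where a log is named, with exact permutation tests over all splits of the libraries into 5 and 12. The mixture bound took the paper's share of 15.7% double positive cells and tested per loop, by a one-sided exact binomial test, whether its pooled bulk count lay below that share of its pooled double positive count, over loops with at least 20 double positive read pairs. Its confidence interval is Clopper-Pearson at 95%.

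The named loops and anchors are the 3 with the smallest p in each direction, without loops that share an anchor with one already taken. The named genes are Epcam, Cd38, transcription factors that the paper's results name, and the 4 Hox clusters. A further named gene is not reported here. The camera and fry tests of limma 3.58.1 were run on 9 lists: regulators that the paper's source data give for subpopulation 1 only, 2 only and 3 only, each also without Hox genes, regulators of subpopulations 1 and 3 but not 2, immediate early genes and extraembryonic endoderm genes. A symbol with several identifiers in the annotation entered with each of them. The design named the first 3. Calls rest on camera with its preset correlation between genes and on the adjustment over all 9 lists. The extraembryonic endoderm list was also tested without its keratin and collagen genes, in place of the full list. This test and the adjusted p with estimated correlation were added after the p-values were seen. Adjusted over those 3 alone, the camera p of the subpopulation 3 list was 0.0495 in place of 0.0557. This second family was chosen after the p-values were seen, and no call rests on it.

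Before the data were examined these alternatives were set: DESeq2 1.42.0 size factors (poscounts), library size alone, a minimum of 50 read pairs, no filter, bins of 25 kb, libraries thinned to the smallest total of 50508 read pairs, spans of at least 20 kb, normalization within deciles of span, the replicate number as a block, a TSS window of 2.5 kb, log2(CPM + 10), other limits for strong and long loops, other shares for the mixture bound, and each replicate left out in turn. TMMwsp normalization, loops with both anchors in both groups' loops (shared anchors), and all loops without the start of chromosome 11 or without the distal parts of chromosomes 1 and 2 were added after the data were seen. Shared anchors are chosen by the read pairs themselves, so this setting leaves out by construction loops, anchors and genes without double positive read pairs, and lowers the number of lower calls.

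The tests were tried on simulated data of the 17 libraries, with 200 loops, anchors or genes changed by up to 4-fold in the double positive group. They recovered 10% of the changed loops, 8% of the anchors and 43% of the genes, and 4.76%, 11.1% and 4.44% of the calls were false. The profiles that DC3 inferred for the subpopulations, the scRNA-seq and the scATAC-seq data were not used here.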

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

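The tests at the start of chromosome 11 that concern the PCC, and the tests on the distal parts of chromosomes 1 and 2 (anchor density, few loops, few libraries, extra copies), were chosen only after the results were seen, as were the regions themselves and the setting without them.

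The normalized count of the HoxC cluster in double positive replicate 3 was 556.68 CPM, away from the 454.41 to 482.24 CPM of the other 4. Its gap to the nearest library was 0.728 of the range, above the limit of 0.71 for 5 libraries. It was the only one of 32 such groups above the limit, where chance gives 1 in 20. Without this library the log2 fold change of the cluster was -2.11, against -2.07 with it. No technical or biological explanation was tested.

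The start of chromosome 11 (mm9, 3000001 to 3200000) held 1.319% of the double positive and 0.498% of the bulk read pairs, in 125 loops that the paper does not discuss. Its largest loop had 2579 double positive and 3355 bulk read pairs, against at most 303 and 199 in any loop elsewhere. Reads of a sequence with many copies in the reference are argued against by the median number of copies of its 32-mers, which was 1, as in random anchors. Copies missing from the reference were not tested, and neither was a biological explanation. Without these loops the pooled PCC between double positive and bulk profiles was 0.335 in place of 0.771, so these loops carry most of that value. The replicate values fell as well: the PCC between 5 and 7 bulk libraries without them lay between 0.207 and 0.345, and that between 2 and 3 double positive libraries between 0.872 and 0.902. The 0.335 lies within that bulk range, but the pools differ in size. With 5 bulk libraries against the double positive pool the PCC lay between 0.169 and 0.309. On shared anchors without these loops the pooled PCC was 0.420, below the 0.643 to 0.765 between 5 and 7 bulk libraries.

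Bulk libraries had more read pairs per anchor on chromosome 1 from 130 Mb and on chromosome 2 from 150 Mb than on the rest of the autosomes, by a ratio of 3.859 ± 0.763 (SD, n = 12) and 3.921 ± 0.810. In double positive libraries the ratios were 0.725 ± 0.0264 (SD, n = 5) and 0.935 ± 0.0252 (two-sided exact permutation tests, p = 0.000162 each, the smallest they can give). Tests of the values argue against these technical explanations. Bulk anchors per Mb were at most 1.177 times as dense as elsewhere. With each loop counted once, the lowest ratio in any bulk library was 2.512, so a few strong loops are not enough. The lowest ratio of read pairs in any bulk library was 2.628, so the excess is not limited to a few libraries. Loops without a promoter anchor were raised by at least 3.681, and those with one by 3.055 and 2.681. In windows of 10 Mb, the segment of chromosome 1 was not raised throughout. From 140000001 to 150000000 it had 3.812 bulk read pairs per anchor, while its other windows had 17.3 to 38.64. Windows on the rest of the autosomes had a median of 5.67, between 0.827 and 21.41. Extra copies of these segments in the cells behind the bulk libraries may explain this, but cannot be told apart from other differences between the cells or libraries, since no measure of DNA copies was analysed here. A difference between unsorted and sorted cells stays open and untested.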

How the results depend on the processing

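The settings with shared anchors, without the start of chromosome 11 and without distal chromosomes 1 and 2 were chosen only after the results were seen. For the values below the cause was not tested, unless given. Shared anchors leave out by construction what has no double positive read pairs, which lowers the counts of lower loops, anchors and genes. Of 231 values of the comparisons under other settings, 192 kept their direction and size or side of the threshold, 1 became weaker, 32 moved and 6 reversed. Of 237 for named genes, 228 kept them, 3 became stronger and 6 reversed. All 165 values of named loops and anchors kept their direction and call, but only settings in which a loop or anchor was tested are counted. The named lower loops and anchors were not tested on shared anchors. Those on distal chromosomes 1 and 2 were not tested in the setting without these segments. The named higher loops, and the lower loops on chromosomes 11 and 2, were too short for the setting with a minimum span. For these the settings left out do not show whether the calls hold.

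The 2044 higher loops became 4129 with library size alone, 334 with at least 50 read pairs, 1100 with the replicate block and 1047 after thinning. The 1203 lower loops became 740, 197 and 123 with library size, at least 50 read pairs and thinning, 3443 in 25 kb bins, 413 with spans of at least 20 kb, 552 on shared anchors and 44 with no filter. Library size alone moved the share of higher loops among the called from 62.95% to 84.8%, and that of anchors from 12.2% to 24.67%. The share of higher loops was 89.49% after thinning and 98.43% with no filter. In 25 kb bins it fell to 38.25%, with 2133 higher. In the other settings it lay between 50.07% (replicate block) and 81.87% (shared anchors). Fewer loops were tested with at least 50 read pairs (850) and after thinning (1667). The block left 10 libraries; without the block these gave 1440 higher and 1172 lower loops, and same-numbered libraries did not resemble each other (correlations from -0.019 to 0.007). The 4557 higher anchors became 9879 with library size alone. The 32806 lower anchors became 8787 with at least 50 read pairs, 7606 after thinning, 1897 on shared anchors and 151882 with no filter. The 6043 lower genes became 990 on shared anchors, 3688 with at least 50 read pairs (10498 tested) and 9791 with no filter (19248 tested).

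With each double positive library left out, 1845 to 1997 loops were higher and 1156 to 1183 lower, 4085 to 4403 anchors were higher and 32573 to 32615 lower, and 2629 to 2817 genes were higher and 5777 to 5824 lower. With each bulk library left out, 1708 to 2040 loops were higher and 1162 to 1227 lower.

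The pooled PCC of 0.771 became 0.313 on log2 counts, 0.203 as Spearman's correlation, 0.863 with spans of at least 20 kb, 0.820 on shared anchors and 0.335 without the start of chromosome 11. The gap in library correlation of 0.659 fell to 0.0274 with no filter. The 1 bulk library with 500 strong loops became 3 with at least 5 reads, 2 on joined anchors and 0 with spans of at least 20 kb.

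The difference in median span of -52312.8 bp reversed to 14822.1 bp with each loop counted once (exact permutation test, p = 0.0556), 14869.8 bp with at least 2 read pairs (p = 0.000323) and 6905.57 bp on shared anchors (p = 0.00291). That in the share over 100 kb, of -10.5 points, reversed to 3.99 (exact permutation test, p = 0.0152), 2.95 (p = 0.135) and 1.50 (p = 0.00582) points.

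The 61.3% of loops called under the mixture bound by the binomial test became 45.8% and 74.0% at the paper's share less and plus its stated error. It became 37.1% and 76.4% with at least 10 and 50 read pairs and 36.0% in 25 kb bins. With TMM between the pools it was 0.0379%, and with totals over shared anchors 0%.

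Sox17 (log2 fold change -0.57) reversed to 0.85 with the block and 4.01 on shared anchors, where it passed the threshold (adjusted p = 0.000457). Gata6 (0.02) reversed to -0.25 with the block, -0.026 with a TSS window of 2.5 kb and -0.10 without distal chromosomes 1 and 2, and ranged from -0.044 to 0.13 with double positive libraries left out. Epcam passed the threshold with library size alone (1.28, adjusted p = 0.0469), and Cd38 with the window of 2.5 kb (1.00, adjusted p = 0.0489) and on shared anchors (1.86, adjusted p = 0.0047).

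On simulated data 19% of loops, 16% of anchors and 65% of genes with 4-fold changes were recovered, so a loop or anchor that was not called is not thereby shown to be equal in both groups. The simulation changed 200 features of each kind, fewer than were called in the data, and gave all features of a kind the same dispersion. Recovery in the data may therefore differ. What limits the recovery was not tested.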

Differences from the paper's values

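All settings named here were set before the data were examined. The paper states that replicates with less than 500 strong loops (more than 5 reads) were filtered out. It also gives 12 bulk replicates, as many as were deposited, and states that cells for HiChIP at RA-day 4 that failed a data quality filter were excluded. This reads as libraries left after a filter, but the paper does not say that it was the one on strong loops, so whether that minimum was applied to the deposited bulk libraries is not settled. The fewest strong loops in a bulk library were 23 against the paper's 500. With at least 5 reads per loop the fewest were 42, on joined anchors 24 and with spans of at least 20 kb 8, so none of the alternatives set before the data were examined closed the gap. In double positive libraries the fewest were 731, above the paper's minimum, also 731 on joined anchors and 1191 with at least 5 reads per loop. With spans of at least 20 kb the fewest were 304, below that minimum, and 3 of the 5 libraries reached 500.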

Other observations

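The tests of read pairs behind strong loops, of the Hox clusters, of chromosomes whose call changed and of the extraembryonic endoderm list without its keratin and collagen genes were chosen only after the results were seen, as were all settings on shared anchors, those without the start of chromosome 11 and those without distal chromosomes 1 and 2. The immediate early and extraembryonic endoderm lists were written after the loops that differ had been seen, and leave out Fosb, Ppp1r15a, Krt18 and Col4a1, which had been noticed among them, but not Col4a2.

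Only the real split of the libraries, 1 of 100 drawn with it included, gave as many loops that differ between double positive and bulk libraries. The largest other count was 1732, from a split with 4 double positive libraries in the group of 5. For genes it was 1 of 60 splits and for anchors 1 of 30. These tests do not separate cell type from the anchors called in each group.

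Of 14119 genes and Hox clusters, 2909 were higher and 6043 lower in double positive libraries by edgeR's test, around a median log2 fold change of -0.52, which was -0.29 with library size alone. Of the 6039 lower genes apart from the clusters, 2981 (49.4%) had an anchor of the double positive set. On shared anchors, which leave out by construction genes without double positive read pairs, 2530 were higher and 990 lower. Of 2274 lower genes also tested there, 810 were called lower and 49 higher, and of 2906 higher genes 1713 were called higher and 0 lower. Without distal chromosomes 1 and 2, 5551 genes were lower, so the excess of bulk read pairs there is not the main source of the lower genes.

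For the named genes and clusters given here, the calls over all genes and those adjusted over the list alone were the same. Gata4 (chromosome 14, 63817759 to 63890529) had 209 ± 45.4 CPM (SD, n = 5) in double positive and 60.8 ± 20.9 CPM (SD, n = 12) in bulk libraries, a log2 fold change of 1.73 (standard error 0.24, adjusted p = 2.15e-07 from edgeR's test), and was higher in 5 of 5 libraries than in every bulk library. Foxa2 (chromosome 2, 147868613 to 147872705) had a log2 fold change of 1.51 (standard error 0.26, adjusted p = 5.45e-06) and was higher in 4 of 5. Relative to the median gene the changes were 2.25 and 2.03. Epcam (1.05, adjusted p = 0.108), Cd38 (0.65, adjusted p = 0.195), Sox17 (-0.57, adjusted p = 0.404) and Gata6 (0.02, adjusted p = 0.973) did not pass the threshold in edgeR's test, although Sox17 was higher on shared anchors (log2 fold change 4.01, adjusted p = 0.000457; 0.85 with the replicate block). Sox3 had no anchor near its TSS. Lhx1, Neurod1, Rfx4, Pou3f2, Neurog1, Lhx3, Onecut2, Bhlhe23 and Pax6 were lower, by log2 fold changes from -5.15 for Pou3f2 to -1.58 for Lhx3. Bhlhe23 lies on distal chromosome 2.

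The HoxA, HoxB, HoxC and HoxD clusters had log2 fold changes of -1.10, -3.49, -2.07 and -3.29. On shared anchors the change closest to the median gene was -2.06 relative to it, for HoxA, which argues against anchors called separately as the source of the direction. Over all anchors that value was -0.575 with library size alone, -0.583 with TMMwsp and -0.564 with DESeq2, but a scaling moves all genes nearly alike, so a value relative to the median gene does not test scaling. The HoxA change itself was -0.86 with library size alone (adjusted p = 0.0019) and -0.99 with DESeq2 (adjusted p = 0.000986). That cells of the other subpopulations carry more Hox loops than double positive cells is a hypothesis that was not tested.

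Regulators that the paper lists for subpopulation 1 only had a median log2 fold change of -2.87 relative to the median gene (1 higher and 18 lower of 20, camera adjusted p = 3.94e-07), and without Hox genes the adjusted p was 2.08e-06. Those of subpopulation 2 only lay at 0.97 (14 higher and 9 lower of 33, adjusted p = 0.011, and 0.011 without Hox genes). Those of subpopulation 3 only lay at -0.78 (4 higher and 16 lower of 25, adjusted p = 0.0557), not past the threshold, with a range from 0.00102 to 0.0745 over the alternatives; without Hox genes the list is the same. Those of subpopulations 1 and 3 but not 2 lay at -1.76 (1 higher and 32 lower of 37 identifiers, from 35 symbols of which Hoxa3 and Sox4 have several, adjusted p = 1.50e-11). These camera values take a preset, small correlation between genes. With the correlation estimated from the data, the adjusted p of the 4 lists were 0.0171, 0.0171, 0.285 and 0.0431, so all calls held, with far larger p except for subpopulation 2. With estimated correlation, the list for subpopulations 1 and 3 but not 2 did not pass without double positive replicate 3 (0.0526) or 4 (0.055). With the replicate block, none of the 9 lists then passed (lowest 0.0652). With the preset correlation and the block all 4 passed, also that of subpopulation 3 (camera adjusted p = 2.14e-06, 0.00875, 0.00997 and 1.54e-12). Under fry without the block all 4 passed, with adjusted p of 7.59e-11, 1.54e-05, 3.45e-06 and 6.76e-08. With the block all 4 passed under fry as well (largest 0.0434).

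Immediate early genes were tested for an effect of dissociation and sorting. The list was higher (16 higher and 7 lower of 29, camera adjusted p = 0.00165, 0.0397 with estimated correlation and 0.0523 so without double positive replicate 3, fry 4.38e-06), but on shared anchors camera gave an adjusted p of 0.0755 (0.195 with estimated correlation) and fry 3e-05, with a median 0.02 above all genes. Over the alternatives, with the preset correlation, the camera adjusted p lay between 0.000166 and 0.0755. These tests do not decide whether sorting may have raised these genes. Of the 29 genes, 6 are also among the paper's regulators of the lists above. Extraembryonic endoderm genes were tested because loops at Krt18, Col4a1 and claudin genes were higher. The list holds Col4a2, which starts at the same loop as Col4a1, and the keratin genes Krt8 and Krt19, so values of the full list are not independent of what prompted it. The full list was higher on shared anchors (camera adjusted p = 2.63e-05, 0.0131 with estimated correlation, fry 5.45e-09), and not over all anchors (camera adjusted p = 0.221, fry 0.954). It was also higher without distal chromosomes 1 and 2 (camera adjusted p = 0.0387, 0.0768 with estimated correlation, fry 0.0019). With library size alone it was higher by fry (adjusted p = 0.0484) and not by camera (0.23). Neither test called it in the other settings. Without Col4a2, Krt8 and Krt19, 6 genes were higher and 9 lower of 21 over all anchors. Camera gave no difference (adjusted p = 0.817, 0.807 with estimated correlation) and fry gave this shorter list as lower (adjusted p = 0.000986). Neither test called it without distal chromosomes 1 and 2 (camera adjusted p = 0.276, fry 0.991) or with library size alone (0.84 and 0.106). Fry still gave it as lower with TMMwsp (0.000779), the replicate block (0.0161) and the TSS window of 2.5 kb (0.00598). It also did so with each double positive library left out (at most 0.00413). Genes without double positive read pairs, such as Lamc1 (0 CPM in double positive libraries, n = 5), can be called lower over all anchors. These lower calls of the list may therefore reflect the anchors called in each group. On shared anchors 8 of 13 were higher and 0 lower (camera adjusted p = 0.000826, 0.0274 with estimated correlation, fry 3.87e-08), but these anchors are chosen by double positive read pairs. Whether the double positive cells include cells of extraembryonic endoderm character is therefore left open.

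All 12 bulk libraries had fewer strong loops than every double positive library as the files list them, with at most 687 against at least 731. The groups overlapped on joined anchors (bulk up to 751, double positive from 731) and with at least 5 reads (bulk up to 1229, double positive from 1191). They did not overlap with spans of at least 20 kb (bulk up to 255, double positive from 304). Nor did they after thinning to the smallest total (bulk up to 31, double positive from 672). Fewer read pairs in bulk libraries are argued against by the totals: the smallest bulk library had 65178 read pairs, more than the 50508 of the double positive library with 731 strong loops. The chance that a pair of read pairs of a library falls on one loop was 1.93 ± 0.517 ppm (SD, n = 12) in bulk and 36.4 ± 1.34 ppm (SD, n = 5) in double positive libraries over all loops outside the start of chromosome 11. On shared anchors, also without that start, it was 55.6 ± 6.69 ppm (55.56) and 36.4 ± 1.34 ppm (two-sided exact permutation test, p = 0.000162, the smallest it can give). The spread of bulk read pairs over many more anchors may therefore explain the lower number of strong loops; on shared anchors the chance was higher in bulk, where equal chances had been predicted.

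The median span was 131158 ± 9889 bp (SD, n = 12) in bulk and 78846 bp in double positive libraries, and 55.2% ± 1.47 of bulk read pairs lay in loops over 100 kb (two-sided exact permutation tests, p = 0.000162, the smallest they can give). On shared anchors the median span was 6905.57 bp longer in double positive libraries, so the anchors called in each group may explain the shorter spans.

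At a share of 15.7%, 1616 of 2637 double positive loops (61.3%, interval 59.4% to 63.1%) lay below the bound by the binomial test. With totals over shared anchors 0% passed this test, although 100 of the loops had no bulk read pairs. A smaller bulk total leaves fewer expected read pairs per loop, so 0% does not show that no loop lay below the bound. The median bulk level of a loop was 5.51% of its double positive level, and 44.9% with totals over shared anchors. Bulk read pairs on anchors outside the double positive set may therefore account for the result.

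The share of read pairs differed on 18 of 21 chromosomes (9 higher and 9 lower). Chromosome 1 held 14.1% ± 1.72 (SD, n = 12) in bulk and 3.62% ± 0.0988 (SD, n = 5) in double positive libraries. Without the start of chromosome 11 17 differed, so these loops do not account for the pattern. The balance of directions depended on the setting. Over loops present in at least 5 libraries 15 differed (11 higher and 4 lower). Without distal chromosomes 1 and 2 all 21 differed (9 higher and 12 lower), and with spans of at least 20 kb 19 (9 higher and 10 lower). On shared anchors 12 differed (9 higher and 3 lower). Of the 18, 9 kept their call and direction, 7 of them higher and 2 lower (chromosomes 1 and 2), so the anchors are not the whole cause. The other 9 did not: 7 were no longer called, chromosome 11 went from 4.93 points higher to 4.02 points lower, and chromosome 14 from 0.911 points lower to 0.403 points higher. For these the anchors stay open as an explanation, since shared anchors are chosen by double positive read pairs. No biological explanation was tested.

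At least 2 pooled read pairs, the limit of the paper's networks, were reached by 206279 of 1141531 bulk loops (18.1%) and 59839 of 116255 double positive loops (51.5%), and by 19966 loops in both pools. The bulk pool has more read pairs (1616066 against 409248), so these shares are not at equal depth. Thinned to 409248 read pairs, the bulk pool had 34753 of 349401 loops (9.95%) at this limit.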
